# Pistil Transcriptome Analysis to Disclose Genes and Gene Products Related to Aposporous Apomixis in *Hypericum perforatum* L.

**DOI:** 10.3389/fpls.2017.00079

**Published:** 2017-02-01

**Authors:** Giulio Galla, Sara Zenoni, Linda Avesani, Lothar Altschmied, Paride Rizzo, Timothy F. Sharbel, Gianni Barcaccia

**Keywords:** *Hypericum perforatum*, sexual reproduction, aposporous apomixis, microarray

## Abstract

Unlike sexual reproduction, apomixis encompasses a number of reproductive strategies, which permit maternal genome inheritance without genetic recombination and syngamy. The key biological features of apomixis are the circumvention of meiosis (i.e., apomeiosis), the differentiation of unreduced embryo sacs and egg cells, and their autonomous development in functional embryos through parthenogenesis, and the formation of viable endosperm either via fertilization-independent means or following fertilization with a sperm cell. Despite the importance of apomixis for breeding of crop plants and although much research has been conducted to study this process, the genetic control of apomixis is still not well understood. *Hypericum perforatum* is becoming an attractive model system for the study of aposporous apomixis. Here we report results from a global gene expression analysis of *H. perforatum* pistils collected from sexual and aposporous plant accessions for the purpose of identifying genes, biological processes and molecular functions associated with the aposporous apomixis pathway. Across two developmental stages corresponding to the expression of aposporous apomeiosis and parthenogenesis in ovules, a total of 224 and 973 unigenes were found to be significantly up- and down-regulated with a fold change ≥ 2 in at least one comparison, respectively. Differentially expressed genes were enriched for multiple gene ontology (GO) terms, including cell cycle, DNA metabolic process, and single-organism cellular process. For molecular functions, the highest scores were recorded for GO terms associated with DNA binding, DNA (cytosine-5-)-methyltransferase activity and heterocyclic compound binding. As deregulation of single components of the sexual developmental pathway is believed to be a trigger of the apomictic reproductive program, all genes involved in sporogenesis, gametogenesis and response to hormonal stimuli were analyzed in great detail. Overall, our data suggest that phenotypic expression of apospory is concomitant with the modulation of key genes involved in the sexual reproductive pathway. Furthermore, based on gene annotation and co-expression, we underline a putative role of hormones and key actors playing in the RNA-directed DNA methylation pathway in regulating the developmental changes occurring during aposporous apomixis in *H. perforatum*.

## Introduction

Apomixis defines a number of reproductive strategies, which, unlike sexual reproduction, permit the inheritance of the maternal genome without genetic recombination and syngamy. This strategy of asexual reproduction is documented in more than 120 angiosperm genera (Carman, 1997); however, no major seed crop species are apomictic, and attempts to introduce the apomixis trait into crop plants from apomictic relatives via conventional breeding schemes have been largely unsuccessful (Barcaccia and Albertini, 2013). This asexual mode of seed formation is a trait with enormous economic and social potential in agriculture, as genetically fixing highly complex genotypes, including hybrid cultivars, through apomixis would have tremendous advantages in plant breeding, biomass and seed production (Calzada et al., 1996).

The key biological features of apomixis are the circumvention of meiosis (i.e., apomeiosis), the differentiation of unreduced embryo sacs and egg cells, and their autonomous development in functional embryos without fertilization (i.e., parthenogenesis), and the formation of viable endosperm either via fertilization-independent means or following fertilization with a sperm cell (Koltunow and Grossniklaus, 2003). In particular, gametophytic apomixis occurs with the parthenogenic development of unreduced egg cells from apomeiotic embryo sacs that can originate from a nucellar somatic cell (i.e., apospory) or a megaspore mother cell with no, or modified, meiosis (i.e., diplospory). These features deviate from sexuality as the capability to develop an embryo sac is strictly restricted to the reduced functional megaspore deriving from meiosis, and failure of the meiotic programme naturally results in the abortion of the ovule. While polyploidy does not appear to be absolutely required for the expression of apomixis, plant species reproducing through gametophytic apomixis are very often polyploids and/or hybrids in nature (Bicknell and Koltunow, 2004). Hence, it has been suggested that apomixis might be a consequence of epigenomic shock resulting from interspecific hybridization and polyploidization, which induce transcriptome changes and the deregulation of reproductive development (Garcia-Aguilar et al., 2010). Several lines of evidence suggest that such dramatic shifts in the reproductive process could rely on spatial and/or temporal changes in the expression of sexual pathway-related genes (Grimanelli et al., 2003; Sharbel et al., 2010).

Plants reproducing via aposporous apomixis (Nogler, 1984) possess the ability to differentiate viable unreduced embryo sacs from somatic cells of the ovule (i.e., aposporous initial cells). In principle, these cells are somatic cells belonging to the nucellus, which change their fate by being able to mitotically divide and develop functional embryo sacs by mimicking sexual gametogenesis development (Barcaccia et al., 2007; Galla et al., 2011). Whether the competence to develop functional embryo sacs is retained by all nucellar cells or is restricted to a few nucellar cells physically connected to the meiocytes or the meiospores in the ovule is not yet fully understood.

In recent years, expression studies and the characterization of mutants that are defective in their ability to set seeds has led to the identification of many genes whose expression patterns are necessary for proper ovule development and correct progression of sporogenesis and gametogenesis in model plant species (Christensen et al., 1997; Drews et al., 1998; Drews and Koltunow, 2011). The ability to undergo meiosis and gametogenesis is apparently restricted to particular cell types and is determined by the expression and interaction of mRNAs and small RNAs which are necessary for the proper specification of cell identity within the ovule as well, as for the onset and progression of sporogenesis and gametogenesis (Olmedo-Monfil et al., 2010; Armenta-Medina et al., 2011; Singh et al., 2011; Tucker et al., 2012). Interestingly, Garcia-Aguilar et al. (2010) reported that the DNA methylation pathway active during reproduction is essential for gametophyte development, and observed that loss-of-function mutants for two genes involved in the maintenance of DNA-methylation status produced phenotypes that are strikingly reminiscent of apomictic development, suggesting that DNA methylation in the maize ovule might regulate the transcriptional expression of genes involved in the differentiation between apomixis and sexual reproduction.

Cellular levels of hormones including cytokinins, auxins and polyamines, among others, are also very important for fine-tuning ovule and embryo sac development (Bencivenga et al., 2012; Ceccato et al., 2013; Schmidt et al., 2014). Thus, while cytokinin negatively regulates cell proliferation in the sporophytic tissues surrounding the developing embryo sac (Cheng et al., 2013), auxin biosynthetic and influx genes are necessary for correct growth of the female gametophyte and proper specification of its cell types (Panoli et al., 2015).

*Hypericum perforatum* is an invasive perennial herb that is widely distributed in a variety of habitats and is regarded as a serious weed in many countries (Robson, 2002; Nürk et al., 2013). In recent years, *H. perforatum* has been studied to identify potential genes involved in the biosynthesis of active metabolites (He et al., 2012; Hofrichter et al., 2013). *H. perforatum* reproduces via aposporous apomixis (Noack, 1939; Davis, 1967; Mártonfi et al., 1996; Matzk et al., 2001; Barcaccia et al., 2007; Galla et al., 2011, 2015). As with other asexual plant complexes, apomixis and hybridization are closely linked in *H. perforatum* (Koch et al., 2013), and interestingly, the dosage of genetic factors has been proposed to influence the penetrance of apomixis, as tetraploid and hexaploid genotypes tend to be more apomictic and sexual, respectively, regardless of geographic origin (Molins et al., 2014) Recently, next generation sequencing (NGS) technologies have been used to sequence the flower transcriptomes of obligate sexual and unrelated apomictic *H. perforatum* genotypes (Galla et al., 2015). Here we expand on this work by performing a gene expression analysis of *H. perforatum* pistils collected from sexual and aposporous genotypes for the purpose of identifying genes and gene products, along with biological processes and biosynthetic pathways/networks potentially associated with aposporous apomixis.

## Materials and methods

### Plant materials

*Hypericum perforatum* L. plants from 2 naturally occurring tetraploids (2*n* = 4*x* = 32) and 3 induced tetraploids (2*n* = 4*x* = 32) were used for the microarray approaches (Table 1). For the production of induced tetraploids, plants of the diploid sexual line R1 (reselected from the tetraploid apomictic cultivar “Topaz”) were converted to auto-polyploids by colchicine application, as reported by Schallau et al. (2010). Briefly, seeds were imbibed in water for 24 h, placed on filter paper soaked with an aqueous solution of 0.2% colchicine for 24 h and then planted in soil for germination. The C0 plants that survived this treatment were self-pollinated, and their progenies (C1) were screened for tetraploid plants. Sexual tetraploid C1 and C2 plants were used for further crosses with tetraploid apomictic pollinators and were screened for their reproductive phenotype (Schallau et al., 2010; Molins et al., 2014). The reproductive mode of all *H. perforatum* accessions was estimated by flow cytometric screening of 48 single seeds as described by Matzk et al. (2001).

**Table 1:** **Origins of ***H. perforatum*** samples. For each plant accession, the description, the genealogy, the origin, the ploidy and the degree of apomixis is indicated**.

**Sample ID**	**Accession**	**Description**	**Genealogy**	**Origin**	**Ploidy**	**Apospory**	**Reproduction**
Sex1A-2A	141EU^◦^	Experimental population	4(F12 × No)1a/39	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Sex1B-2B	80EU^◦^	Experimental population	4(F12 × No)1a	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Sex1C-2C	770EU^◦^	Experimental population	4(F12 × No)1a/10	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Apo1A-2A	55EU^◦^	Experimental population	4(F12 × No)1a/8	IPK-Gatersleben (D)	*2n* = 4x	>96%	obligate apomictic
Apo1B-2B	1886US^◦^	Wild population	n.a.	Iron Mountain (USA)	*2n* = 4x	>96%	obligate apomictic
Apo1C^+^	222EU^◦^	Experimental population	4(R1C2xSi)1c/2	IPK-Gatersleben (D)	*2n* = 4x	>96%	obligate apomictic
Apo2C^++^	3348EU^◦^	Wild population	n.a.	Hamburg (D)	*2n* = 4x	>96%	obligate apomictic
Sex	770EU.1^*^	Experimental population	4(F12 × No)1a/10/1	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Sex	770EU.13^*^	Experimental population	4(F12 × No)1a/10/13	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Sex	770EU.18^*^	Experimental population	4(F12 × No)1a/10/18	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Sex	770EU.20^*^	Experimental population	4(F12 × No)1a/10/20	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Sex	770EU.35^*^	Experimental population	4(F12 × No)1a/10/35	IPK-Gatersleben (D)	*2n* = 4x	<4%	sexual
Apo	770EU.39^*^	Experimental population	4(F12 × No)1a/10/39	IPK-Gatersleben (D)	*2n* = 4x	>96%	obligate apomictic
Apo	55.7^*^	Experimental population	4(F12 × No)1a/8/7	IPK-Gatersleben (D)	*2n* = 4x	>96%	obligate apomictic
Apo	HP13.2013^*^	Wild population	n.a.	BL (I)	*2n* = 4x	>96%	obligate apomictic
Apo	Hp1.10.2013^*^	Wild population	n.a.	BL (I)	*2n* = 4x	>96%	obligate apomictic
Apo	Hp1.2013.4^*^	Wild population	n.a.	BL (I)	*2n* = 4x	>96%	obligate apomictic

Apospory expressed as a percentage was determined by flow cytometric screening of 48 single seeds. For details on the origin and composition of experimental populations, please refer to Schallau et al. (2010). Accessions marked with

◦ were used for the microarray expression analysis, while those marked with

* *were used for Real-Time qPCR assays*.

+ *The apomictic accessions 222EU was selected for the flower developmental stage 11*.

++ *The apomictic accessions 3348EU was selected for the flower developmental stage 14*.

Pistils were collected from three apomictic and three sexual plant accessions. In both cases, the developmental stages considered for sampling were bud lengths of approximately 4.0 mm, corresponding to *Arabidopsis* flower stage 11, and bud lengths of approximately 10.0 mm, corresponding to *Arabidopsis* flower developmental stage 14 (Galla et al., 2011).

### Array design, cDNA synthesis and hybridization

Sequences used for the design of 4x180 arrays (Agilent) were previously deposited at DDBJ/EMBL/GenBank under the accession GBXG00000000. The 60,594 tentative consensus sequences were used to design 60-mer oligonucleotide probes for a microarray analysis. Sequences corresponding to transcripts <100 nt in size were removed to reduce the set of target transcripts to 55,682 sequences. The custom microarray with the design ID 065680 was created using eArray, a free Agilent web-based application that enables the creation of custom microarray designs and oligo libraries (https://earray.chem.agilent.com/earray/). For probe design, the Base Composition Methodology option was employed, and no linker sequence was used. Two different probes were designed for each sequence. A total of 111,200 probes were obtained from eArray and were used for creation of the 4x180K array format. Slides with printed arrays were ordered directly from Agilent Technologies (Santa Clara, CA, USA).

### RNA extraction and labelling

Total RNA was extracted from collected pistils using the Spectrum™ Plant Total RNA Kit (Sigma-Aldrich) following the protocol provided by the manufacturer. The eventual contamination of genomic DNA was avoided by using optional DNase I (Sigma-Aldrich) treatment. The abundance and pureness of RNAs were assessed using a NanoDrop 2000c UV-Vis spectrophotometer (Thermo Scientific, Pittsburgh, PA). RNA integrity was evaluated with an Agilent 2100 Bioanalyser with RNA Nanochips (Agilent Technologies, Santa Clara, USA). Only samples with RIN values higher than 7.5 were used in the following procedures. The cRNAs were synthesized from 200 ng of total RNA and labeled with cyanine 3 (Cy3)-CTP fluorescent dye according to the manufacturer's instructions (Agilent Technologies). Aliquots of Cy3-labeled cRNAs (1.65 μg) of each sample were used for subsequent hybridization in a *H. perforatum* custom oligo microarray with the design number 065680 (Agilent Technologies) according to the manufacturer's manual. After hybridization for 17 h at 65°C, slides were washed and scanned with an Agilent Microarray Scanner (G2565CA, Agilent Technologies).

### Statistical analysis

Scanned images were transformed into quantified figures using the Agilent Features extraction software (v11.5), and expression data were normalized based on the 75th percentile. Principal component analyses were carried out using T-MeV v4.9.0 software (http://mev.tm4.org) and by using Manhattan distances. Statistical analyses (*t*-test, unpaired; *p* < 0.01) were carried out using T-MeV v4.9.0 software (http://mev.tm4.org) to define significantly modulated genes between groups of samples. Differentially Expressed Genes (DEGs) were clustered according to their expression patterns in eight groups as reported in Table 2. For each gene and comparison, the fold change (FC) was calculated as the ratio between the average of the normalized expression data measured in three replicates for test and reference samples. For each gene and comparison, the average of the normalized expression data measured for the sexual samples or the average of the normalized expression data measured for the samples corresponding to the earlier developmental stage (floral stage 11) was set as reference (Table 2).

**Table 2:** **Differentially expressed genes**.

**Comparison**	**Biological process**	**DEGs**	**Cluster**	**No**
Sex11^r^ vs. Sex14^t^	sporogenesis and gametogenesis	86	C1 (up)	33
			C2 (down)	53
Apo11^r^ vs. Apo14^t^	sporogenesis, apomeiosis, cell fate changes leading to aposporous initial differentiation and gametogenesis	319	C3 (up)	137
			C4 (down)	182
Sex11^r^ vs. Apo11^t^	sporogenesis, apomeiosis and cell fate changes leading to aposporous initial differentiation	760	C5 (up)	36
			C6 (down)	724
Sex14^r^ vs. Apo14^t^	gametogenesis and pollen perception	32	C7 (up)	18
			C8 (down)	14

*For each comparison the table reports on the main biological process occurring within ovules and the number of identified differentially expressed unigenes (DEGs). Three biological replicates were adopted for both test (t) and reference (r) samples. For each comparison the number of up- and down- regulated unigenes is also indicated*.

### Bioinformatics–array annotation

Annotation of sequences used for the design of 4x180 arrays (Agilent) is described in Galla et al. (2015). Briefly, to annotate all assembled unigenes, a BLASTX-based approach was used to compare the *Hypericum* sequences to the nr database downloaded from the NCBI (http://www.ncbi.nlm.nih.gov/). The following approach was adopted to improve our efficacy in annotating 18,386 unigenes that did not reach significance for the BLAST results in the nr database. Unigenes were aligned to the *Hypericum* genome draft HEID 914233 v1 (Altschmied, personal communication) using BLAT (match ≥ 50 base pairs, fident ≥ 0.97). Additionally, high-quality genomic top hits were selected by preventing the existence of long non-aligned segments on the same side for each unigene and genomic contig. Briefly, a genomic top hits was retained only when the alignment fulfilled the two following criteria (hereafter described for the 5′end of the alignment): (i) 5′ unaligned segment of the genomic contig equal or larger than the 5′ unaligned segment of the unigene only when the 5′ unaligned segment of the unigene was equal or smaller than 10 bp (allowing for an eventually untrimmed adapter sequence at the 5′ end of the unigene) (ii) 3′ unaligned segment of the genomic contig equal or larger than the 3′ unaligned segment of the unigene was allowed only when 3′ unaligned segment of the unigene was equal or smaller than 10 bp (allowing for an eventually untrimmed adapter sequence at the 3′ end of the unigene) or in cases where the unaligned segment of the genomic contig at the 3′ side was smaller than 3 bp. The same criteria were adopted for the 3′ ends of each alignment.

Next, high quality top hits were identified, and genomic sequences upstream and/or downstream of the aligned segments of the genomic top hits with min. 100 and max. 1001 bases of genomic sequence were extracted. All extracted sequences were then used to query the *Arabidopsis thaliana* TAIR10 proteome with BLASTX (*E*-value 1e-10; -seg no; -culling_limit 1). Top hits for genomic sequences flanking the aligned unigenes were then selected for the following annotations.

The GI identifiers of the best BLASTX hits, with *E*-values ≤ 1 E-09 and similarities ≥ 70%, were mapped to the UniProtKB protein database (http://www.uniprot.org/) to extract Gene Ontology (GO, http://www.geneontology.org/) terms for further functional annotations. BLAST2GO software v1.3.3 (https://www.blast2go.com/, Conesa et al., 2005) was used to reduce the data to the GOslim level (goslim_plant.obo) and perform basic statistics on ontological annotations as previously reported (Galla et al., 2009).

Annotations for genes involved in plant reproduction were retrieved from Galla et al. (2015). Additionally, a gene ontology-based annotation of the *Hypericum* flower transcriptome was attempted by querying the Amigo2 database (http://amigo.geneontology.org/) with opportune key words (such as “egg cell,” “central cell,” “synergic,” “antipodal cells,” “embryo sac,” “gamete,” “endosperm,” “meiotic,” and “cell fate”). In a parallel approach, the Amigo2 repository was queried for genes annotated as responsive to hormonal stimuli using the following search criteria: “response to abscisic acid,” “response to auxin,” “response to brassinosteroid,” “response to cytokinin,” “response to ethylene,” “response to gibberellin,” and “response to jasmonic acid.”

### Expression correlation network

An expression correlation network (Pearson correlation coefficient −0.98 <> +0.98) was created from all differentially expressed unigenes (fold change ≥ 2.0) using the plugin ExpressionCorrelation (http://apps.cytoscape.org/apps/expressioncorrelation) implemented in Cytoscape 3.4.0 (http://www.cytoscape.org/).

Sub-networks were generated from the overall expression correlation network (Pearson correlation coefficient −0.98 <> +0.98; 714 nodes, 8367 edges) by selecting nodes (DEGs) according to their annotations. Next, all adjacent edges and nodes connected to these edges were selected and used to infer the sub-network. For each sub-network, GO enrichment analyses were performed with the plugin BinGO with default parameters (*p* < 0.05, Benjamini & Hochberg's FDR correction with significance level 0.05).

### Validation of sequencing data by quantitative real-time PCRs

Plant materials were selected according to the genetic and cyto-histological bases of apospory recently described for *H. perforatum* (Schallau et al., 2010; Galla et al., 2011). Samples were collected separately from a minimum of five plant accessions (Table 1). RNA extractions were performed using a Spectrum™ Plant Total RNA Kit (Sigma-Aldrich). cDNA synthesis was performed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific), following the instructions of the supplier. Primers used in the Real-Time RT-PCR experiments are reported in Table S6. Expression analyses were performed using StepOne thermal cyclers and the 7300 Real-Time PCR System (Applied Biosystems), equipped with 96- and 384-well plate systems, respectively, with SYBR green PCR Master Mix reagent (Applied Biosystems). The amplification efficiency was calculated from raw data using OneStep Analysis software (Life Technologies). Amplification performance expressed as fold change was calculated with the ΔΔCt method using *HpTIP4* as a housekeeping gene (Pfaffl, 2001). Error bars indicate the standard error observed among the five biological replicates.

### Data availability

Raw sequences files were made available for download from SRA with the following accession numbers: SRR1646951, SRR1646953, SRR1646955, SRR1646956, SRR1647632, SRR1647633, SRR1647673, SRR1647674, SRR1647677, SRR1647678, SRR1647713, and SRR1647714. Sequences of unigenes investigated by Real-Time qPCR along with unigenes aligned to the BAC sequence HM061166.1 were deposited under the Transcriptome Shotgun Assembly project at DDBJ/EMBL/GenBank under the accession GBXG00000000. The version described in this paper is the second version, GBXG02000000.

The expression data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE84768 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84768).

## Results

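RNA from whole pistils was hybridized to 12 single-colour Agilent arrays, with 3 arrays for each of 4 groups: sexual and apomictic pistils at floral stage 11 (buds of 4.0 mm) and at floral stage 14 (buds of 10.0 mm). The sample labels number the earlier stage 10, and the paper's number 11 is used here. Sexual replicates A, B and C came from accessions 141EU, 80EU and 770EU at both stages, and apomictic replicates A and B from 55EU and 1886US. Apomictic replicate C came from 222EU at stage 11 and from 3348EU at stage 14. Each replicate is a different plant, so the p-values measure the spread between these samples, and a permutation test of 3 arrays against 3 cannot give a p below 0.1. In the paper's genealogy the 3 sexual accessions and 55EU come from the same cross, 222EU from another, and 1886US and 3348EU from wild populations. The sexual replicates are thus kin, and differences between the modes also hold differences of origin. The arrays carried 110609 probes for 55311 unigenes, of which 55298 had 2 probes and 13 had 1. Between 45.8 and 53.0% of the probes were well above background on 10 of the arrays, taken as the share of probes that the extraction software marks in this way. Sexual stage 11 replicate C stood apart with 86.6%, and apomictic stage 11 replicate A had 37.5% and a median local background of 91, against 25 to 33.5 on the other arrays. The authors extracted the signals with Agilent Feature Extraction, normalized them on the 75th percentile and called unigenes by an unpaired t-test with a fold threshold. In the authors' value table, 11 columns equal each array's own median spot signal scaled in this way, and the column for sexual stage 11 replicate C equals the mean of the 3 sexual stage 11 arrays (relative tolerance 1e-06). Here the background-subtracted signal of each array was put on the log2 scale relative to the array's 75th percentile, outlier spots (0.42% of values) were left out and the values of a unigene's 2 probes were averaged. Where a probe's spot was left out on an array, the other probe's deviation from its own mean stood in. A single limma model over the 4 groups tested the 29638 unigenes with a probe well above background on all 3 arrays of at least 1 group, of which 1582 have an Arabidopsis match in the paper's tables. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The arrays lay on 3 slides: slide 1 held the sexual stage 11 arrays and sexual stage 14 replicate A, slide 2 sexual stage 14 replicates B and C with apomictic stage 11 replicates A and B, and slide 3 apomictic stage 11 replicate C with the apomictic stage 14 arrays. No slide held sexual and apomictic arrays of the same stage. A fit with slide as a block therefore compares the stages of a mode only within a slide. In sexual pistils it sets stage 14 replicate A against stage 11 on slide 1. In apomictic pistils it sets stage 14 against stage 11 replicate C on slide 3. It links the modes at stage 11 through sexual stage 14, replicate A on slide 1 and replicates B and C on slide 2. Such estimates rest on single arrays, and differences between accessions can enter them.

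**Figure D1:**
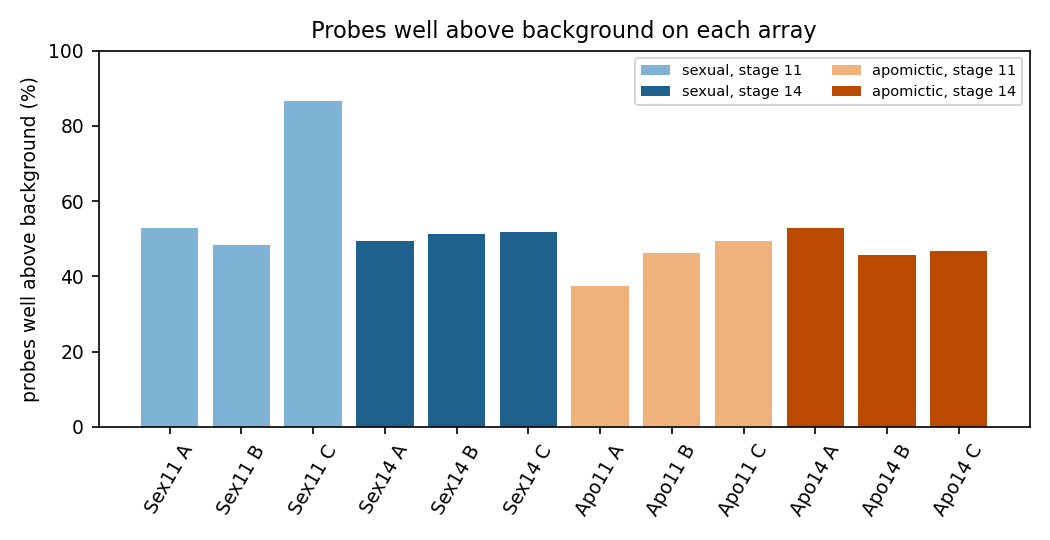
Percent of probes well above background (vertical axis) on each of the 12 arrays (horizontal axis), coloured by reproductive mode and stage. Sexual stage 11 replicate C is at 86.6% and apomictic stage 11 replicate A at 37.5%.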

A transcriptome analysis was performed on pistils collected from sexual and aposporous genotypes (Table 1) at flower developmental stages spanning female sporogenesis and gametogenesis, i.e., floral stages 11–14 according to Galla et al. (2011). In sexual ovules, these stages span a number of critical developmental steps: the meiotic division of the megaspore mother cell, the degeneration of three reduced megaspores and the selection of a functional megaspore, and three successive mitotic divisions giving rise to a functional eight-nucleate embryo sac with an egg cell apparatus (Galla et al., 2011). Conversely, aposporous ovules are frequently characterized by the failure of the meiotic division followed by developmental program of one or multiple unreduced embryo sacs from aposporous initials differentiating from somatic cells of the nucellus (Galla et al., 2011).

### Expression analysis of sexual and apomictic *H. perforatum* pistils reveals highly differentiated transcriptome signatures at early stages of ovule development

A principal component analysis (PCA) computed by using DEGs transcriptomic data allowed us to separate the sexual samples from the apomictic samples, with the two first principal components explaining approximately 51.5% of the overall variance (Figure S1). This analysis revealed that samples at flower developmental stages varying from meiosis (Sex1A, Sex1B, Sex1C) to gametogenesis (Sex2A, Sex2B, Sex2C) were closely related for the sexual genotypes whereas the apomictic genotypes revealed higher level of variation among samples of both early and late developmental stages (Figure S1). 

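On linear normalized signals of the 708 unigenes of Table S4, apomictic stage 14 arrays differed from sexual stage 11 arrays by a mean of 1.68 per unigene and sexual stage 14 arrays by 1.09, with overlapping ranges (1.49 to 1.91 and 0.51 to 1.64). The first 2 components held 93.4% of the variance (89.4% and 4.0%), and isotig27023 alone made up 40.7% of it. HPAIR3 (isotig16626) made up 8.8% and isotig19449 8.7%. On log2 values the same components held 77.7% (57.0% and 20.7%). At stage 11, a sexual and an apomictic array differed by a mean of 0.57 per unigene on the linear scale (0.43 to 0.83 over 9 pairs of arrays), against 0.55 between sexual arrays and 0.36 between apomictic arrays. On log2 values this difference between modes was 1.48 (1.12 to 1.87), against 0.73 and 0.70 within the modes. Over all unigenes tested, sexual and apomictic stage 11 arrays differed by 0.98 on the log2 scale, against 0.90 between the sexual arrays. Table S4 was chosen by the study on these samples, so a separation on its unigenes is not independent evidence.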

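Sexual arrays of stage 11 and stage 14 differed by a mean of 1.09 per unigene of Table S4 on linear signals (0.51 to 1.64 over 9 pairs), and apomictic arrays of the 2 stages by 1.61 (1.46 to 1.82). Replicates within stage 14 differed by 0.83 in sexual pistils and by 0.34 in apomictic pistils. On component 1 of the linear signals, sexual stage 14 replicate B was at −41.53 and replicates A and C at 113.38 and 25.99. The stage 11 arrays of both modes were between −103.74 and −60.91. On log2 values the distance between stages was 1.4 in sexual and 1.07 in apomictic pistils, so the order of the modes changed with the scale. The median SD of a unigene of Table S4 between log2 replicates was 0.51 for sexual stage 11, 0.74 for sexual stage 14, 0.45 for apomictic stage 11 and 0.36 for apomictic stage 14 (n = 3 arrays each). No test of these distances was made.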

When considering only the expression data related to DEGs annotated as reproductive-related, centroids of the sexual and apomictic samples were plotted and clustered according to a different pattern, with the two first principal components explaining approximately 95% of the overall variance (Figure 1). This analysis revealed very high uniformity of biological replicates for the apomictic samples at both early and late developmental stages, whereas the sexual samples were characterized by higher variability among replicates, especially at the late developmental stages (Figure 1). In particular, apomictic samples collected at the late developmental stages, corresponding to gametogenesis, could be clearly separated from the apomictic samples collected at the early developmental stages, spanning apomeiosis and the differentiation of the aposporous initials. 

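HMGA (isotig16080 and isotig16079) and TOPII (isotig17779) dominated the components of the 85 reproduction-related unigenes of Table S3. They made up 30.5%, 26.8% and 16.1% of the variance on the first 2 components, which held 94.4% of the total on linear signals (85.7% and 8.7%). On log2 values, where abundant unigenes weigh less, the first 2 components held 77.3% (54.0% and 23.4%). HPANT (isotig30544) made up 4.4% on the linear scale.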

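Within the unigenes of Table S3, the median SD between replicates on the log2 scale was 0.31 for apomictic stage 11 and 0.47 for sexual stage 11 (n = 3 arrays each). At stage 14 it was 0.44 in apomictic and 0.64 in sexual pistils. Over all 29638 unigenes tested, the apomictic spread was 0.81 times the sexual spread at stage 11 and 0.89 times at stage 14. Sexual replicate C carried much of the stage 11 spread. Without it the ratio at stage 11 was 1.92, against 0.78 without sexual replicate A or B. Without apomictic replicate A, B or C the ratio was 0.57, 0.72 and 0.68. At stage 14 it was 1.13, 1.09 and 1.07 without sexual replicate A, B or C, and 0.59, 0.79 and 0.76 without the apomictic ones. The SD of 2 arrays has a lower median than that of 3 for the same spread, so leaving out any array shifts the ratio by construction.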

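Apomictic arrays of stage 11 and stage 14 differed by a mean of 2.1 per unigene of Table S3 on linear signals and 1.43 on log2 values, against 1.33 and 1.21 for the sexual arrays of these stages. Sexual and apomictic stage 11 arrays differed by 1.1 on linear signals (0.73 to 1.51), which was within the 1.12 between sexual stage 11 replicates and above the 0.68 between apomictic ones. On log2 values the same modes also differed by 1.1 (0.83 to 1.4), above the 0.71 between sexual and the 0.50 between apomictic replicates. At stage 14 the modes differed by 0.70 on linear signals and 0.94 on log2 values, against 0.81 and 0.91 between sexual and 0.36 and 0.67 between apomictic replicates. Sexual and apomictic arrays of the same stage lay on different slides, so these distances between modes also hold any difference between slides.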

Altogether, the separation among sexual and apomictic samples collected at developmental stages spanning meiosis was very well marked, whereas sexual and apomictic samples collected during gametogenesis were closely related, indicating a lower level of variation in this stage (Figure 1).

**Figure 1:**
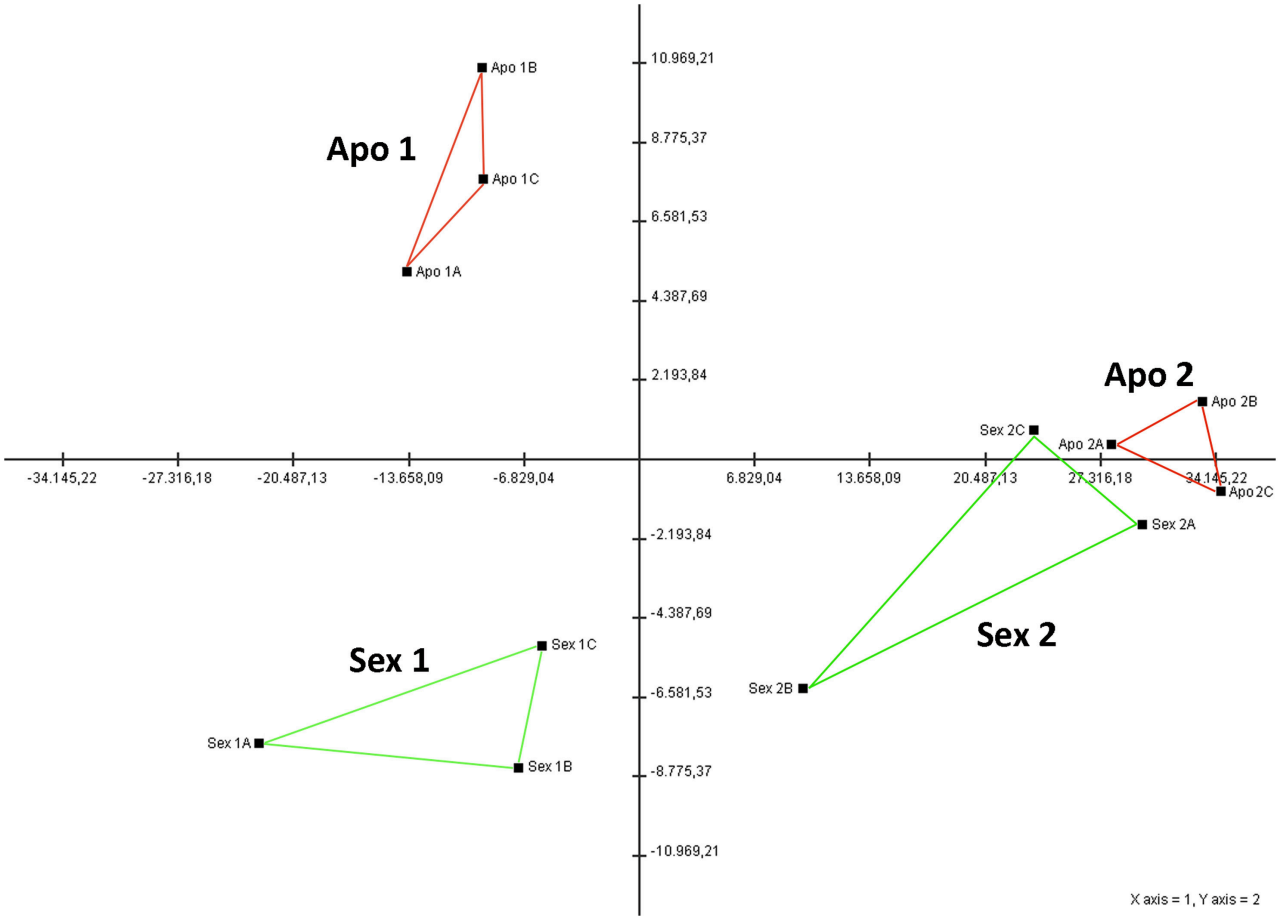
**Principal component analysis (PCA) of reproduction-related DEGs gene expression in sexual and aposporous pistils**. Sex1A-C, sexual samples at flower developmental stage 11; Sex2A-C, sexual samples at flower developmental stage 14. Apo1-C, apomictic samples at flower developmental stage 11; Apo2A-C, apomictic samples at flower developmental stage 14. Coloured lines were used to group the biological replicates. The percentage variation explained by the two axes is about 96%.

Overall, across the two developmental stages, 224 and 973 unigenes were found to be significantly up- and down-regulated with a fold change ≥ 2 in at least one comparison, respectively. For convenience, clusters of unigenes that were up- and down-regulated in each comparison were designated C1-C8 (Table 2). A differential expression analysis was performed to identify genes modulated throughout pistil development in both sexual and apomictic genotypes (Table 2, clusters C1–C4), while at the same time providing the opportunity to compare sexual and apomictic transcriptomes at comparable pistil developmental stages spanning meiosis, apomeiosis and gametogenesis (Table 2, clusters C5–C8).

In total, 33 and 137 unigenes were up-regulated between the two selected developmental stages of pistils, in sexual (Table 2, cluster C1) and apomictic (Table 2, cluster C3) genotypes, respectively. Conversely, the numbers of down-regulated unigenes in pistils collected at the same developmental stages were 53 and 182, respectively, for sexual (Table 2, cluster C2) and apomictic (Table 2, cluster C4) genotypes.

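Of the 524 unigenes that limma called in apomictic pistils, all but 419 rose from stage 11 to stage 14. The largest rise among those with an Arabidopsis match was that of isotig23509, similar to the C2H2-type zinc finger protein AT5G04390, with a log2 fold change of 6.25 (standard error 1.17, adjusted p = 0.026 from limma). isotig27986 (AT1G26945) rose by 4.61 (0.82, 0.022), isotig33025 (AT2G01890) by 3.82 and BLH1 (isotig11697) by 3.65. The unmatched isotig03809 rose by 8.73. In sexual pistils limma called 0 higher unigenes. At an unadjusted p under 0.05 from limma, 3968 unigenes changed in sexual pistils, 1314 of them higher. In apomictic pistils 3413 did, where 1482 in both directions are due to chance. The methods' t-test with its p and fold thresholds called 49 higher in sexual pistils before and 0 after Benjamini-Hochberg adjustment. Without sexual stage 14 replicate B limma called 48 higher unigenes in sexual pistils. The same t-test called 306 higher in apomictic pistils before adjustment and 0 after. Of the higher unigenes, 102 also had a higher mean in sexual stage 14 pistils, with a median log2 fold change of 1.90 against 3.31 in apomictic pistils. With slide as a block 185 unigenes rose in apomictic pistils, 19 of them among those that rose without the block, and isotig23509 had a log2 fold change of 5.65 (adjusted p = 0.12 from limma). No unigene passed without apomictic stage 11 replicate B or C or stage 14 replicate B or C (0 each), 38 rose without stage 14 replicate A and 314 without stage 11 replicate A.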

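Between stage 11 and stage 14, 419 unigenes fell in apomictic pistils. HPANT fell most among the unigenes with a symbol, with log2 fold changes of −4.53 (standard error 0.60, adjusted p = 0.015 from limma) for isotig29719 and −4.43 (0.65, 0.015) for isotig28792. FU (F6Z56EY01BVKMZ) fell by 3.67 on the log2 scale (0.52, 0.015) and MRLK (HHKO36P01BV2Y2) also fell (−3.57). isotig21478 (AT3G61430) fell at least 7.3-fold and isotig28873 (AT2G28410) at least 5.0-fold, as bounds, because neither was well above background on any stage 14 array. The unmatched isotig10000 fell by 5.98. In sexual pistils limma called 0 lower unigenes, with 2654 lower at an unadjusted p under 0.05, and the methods' t-test called 115 before adjustment and 0 after. Stages of sexual pistils share accessions, and with accession as a block limma called 18 lower, while it called 100 lower without sexual stage 14 replicate A and 20 without its replicate B. All 419 unigenes also had a lower mean in sexual stage 14 pistils, with a median of −1.19 against −2.67 in apomictic pistils, and the test of the difference between the stage changes called 0 unigenes by limma (728 at an unadjusted p under 0.05). On component 1 of the log2 values of the called unigenes, sexual stage 14 replicate B was at −2.39. Replicates A and C were at 29.66 and 19.77, and the sexual stage 11 arrays between −30.25 and −17.06. The smaller sexual change includes this array, so it need not be a trait of the mode. Within slide 1, which holds no apomictic array and only replicate A of sexual stage 14, 99.8% of the 419 were lower in sexual stage 14, with a median of −1.80. When slide was a block 126 unigenes fell, 94 of them among the 419. The count was 192 with only the apomictic arrays in the fit, 231 when both probes had to be called alone, 682 with 392 higher from the authors' value table, and 694 with accession as a block. Without apomictic stage 11 replicate B or C or stage 14 replicate B or C it was 0, and without stage 14 replicate A it was 273.

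**Figure D2:**
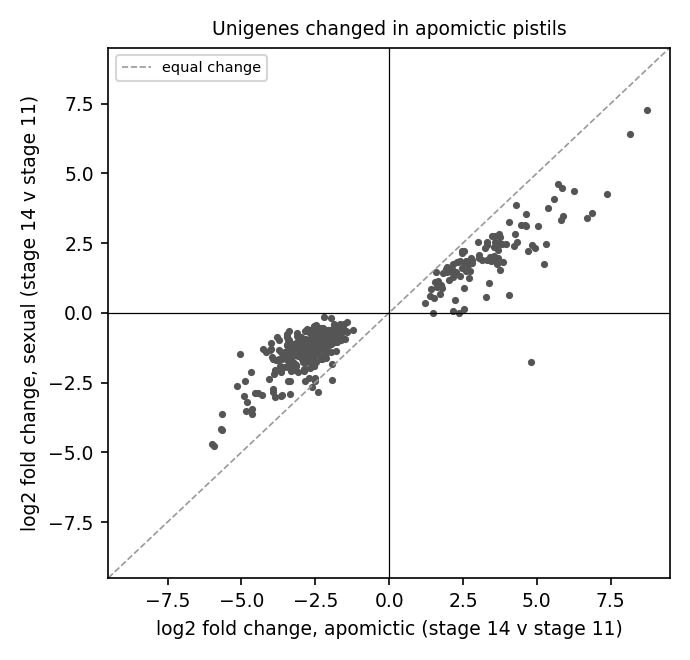
Log2 fold change from stage 11 to stage 14 in apomictic pistils (horizontal axis) and in sexual pistils (vertical axis) of the 524 unigenes called in apomictic pistils, 1 point per unigene. The dashed line marks an equal change, and 102 of the higher unigenes and 419 of 419 lower unigenes have the same sign in sexual pistils.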

The comparison between sexual and apomictic pistils spanning early flower developmental stages, which are characterized by the circumvention of the meiotic program and the onset of cellular and biological modifications leading to the differentiation of aposporous initials, underlined as many as 760 unigenes that were differentially expressed (Table 2, clusters C5 and C6). This comparison provided the highest number of DEGs. 

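At stage 11 a single unigene passed between apomictic and sexual pistils. isotig00323, which has no Arabidopsis match in the paper's tables, was at least 5.1-fold lower in apomictic pistils, with a normalized log2 signal of −5.03 ± 0.41 (SD, n = 3), not above background on any array, against −1.04 ± 0.73 in sexual pistils (adjusted p = 0.023 from limma). Below the threshold, AFO (isotig09281) had a log2 fold change of −2.19 (standard error 0.31, adjusted p = 0.065 from limma) and KLU (isotig30819) was at least 3.2-fold lower (0.085), though its log2 fold change with slide as a block was −0.96. At an unadjusted p under 0.05, 5105 unigenes differed, more than in either stage comparison. The methods' t-test called 664 before adjustment and 0 after, and limma with accession as a block called 5 higher and 7 lower. limma called 527 from the authors' value table, and 0 from the same table once its averaged column for sexual replicate C was replaced by the array's own signals. The arrays of the 2 modes lay on different slides, and isotig00323 had an adjusted p of 1 with slide as a block (log2 fold change −4.27). isotig00323 did not pass without sexual replicate B or C or any 1 apomictic array, and without sexual replicate A 3 unigenes passed.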

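Among the 5105 unigenes that differed between the modes at stage 11 at an unadjusted p under 0.05, 3425 were lower and 1680 were higher in apomictic pistils. Over all unigenes tested the balance was different, with 45.8% lower and a median log2 fold change of 0.08. NBS1 (HHKO36P01EWRPU) was among the lower unigenes, at least 2.1-fold lower in apomictic pistils (adjusted p = 0.098 from limma), and SHOC1 (HHKO36P02I77GC) had a log2 fold change of −2.11 (0.12). HPJAZ1 and ZAT10 were among the higher unigenes, with ZAT10 (isotig16604) at 1.31 (standard error 0.34, adjusted p = 0.12 from limma). By the methods' t-test before adjustment, 591 were lower and 73 higher. limma called 0 higher and 1 lower, as said for isotig00323, and from the authors' value table 52 higher and 475 lower.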

We also noticed a marked imbalance in the number of DEGs between sexual and apomictic pistils at early flower developmental stages, with 36 up- and 724 down-regulated, respectively (Table 2, clusters C5 and C6). Interestingly, the comparison between sexual and apomictic pistils collected at late flower developmental stages (floral stage 14, clusters C7 and C8) was characterized by 32 DEGs, 18 and 14 of which were up- and down-regulated, respectively (Table 2, cluster C8).

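isotig00323 was also the only unigene that passed between the modes at stage 14, at least 6.1-fold lower in apomictic pistils (−6.10 ± 0.41 against −1.42 ± 0.24, SD, n = 3; adjusted p = 0.0046 from limma). It was not above background on any apomictic array, and it did not pass without sexual replicate B, with 0 unigenes then called, and 3 were called without sexual replicate A and 2 without sexual or apomictic replicate C. The groups of arrays did not overlap for 12.5% of the unigenes tested, where 10% is due to chance. At an unadjusted p under 0.05, 439 unigenes were higher and 959 lower, together fewer than the 1482 due to chance. The methods' t-test called 40 higher and 175 lower before adjustment and 0 after. In a fit by slide limma called 11 higher and 1 lower, and isotig00323 did not pass there (log2 fold change −4.42, adjusted p = 0.13).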

Differences in the expression of transcripts encoded by genes located on the BAC clone encompassing the genomic locus associated with apospory (Schallau et al., 2010) were not significant (considering a fold change >2) in the pair-wise comparisons between reproductive strategies and developmental stages examined in this study (Figure S2). However, the unigene HHKO36P02G7QAY, mapping on the BAC region encoding for the protein HnRNP, was significantly differentially expressed between sexual and apomictic pistils at floral stage 11 (fold change is equal to-1.89).

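The unigene HHKO36P02G7QAY was well above background on 0 of the 12 arrays with either of its 2 probes, so it was not tested and no fold change is given for it.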

Venn diagrams were calculated to estimate the overlaps between unigenes differentially expressed in apomictic samples compared to the sexual samples and unigenes which, based on annotations of their homologs, are likely associated with sporogenesis and/or gametogenesis. 

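The stage changes of sexual and apomictic pistils ran in parallel, with a correlation of 0.63 across 29629 unigenes and the same sign in 69.3% of them. Data simulated with independent arrays and no stage change gave a correlation of 0, as they must for comparisons that share no array. Both comparisons run from earlier to later slides, so a drift over the slides in their order stays open. The sexual and apomictic stage comparisons share no array, and unigenes are not independent replicates. limma called 0 unigenes in both comparisons, because it called 0 in sexual pistils. By the methods' t-test before adjustment, 16 unigenes changed in both, all in the same direction, where 2.71 are due to chance. With accession as a block limma called 7 in both, where 0.42 are due to chance. HPANT (isotig30544) was lower in both modes, with log2 fold changes of −1.83 in sexual (standard error 0.49, adjusted p = 0.28 from limma) and −2.59 in apomictic pistils (0.49, 0.028). Its difference between the modes did not pass (−0.76, adjusted p = 1 from limma). Without sexual stage 14 replicate B, 20 unigenes were called in both.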

In doing so, we discovered that 13 unigenes belonging to the clusters C1 and C2 were also included in clusters C3 and C4 (Figure 2A). Likewise, 10 unigenes belonging to clusters C1 or C2 were also included in the clusters C5 and C6. 

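limma called 0 unigenes both in sexual pistils between stages and between the modes at stage 11, and 1 with accession as a block. The methods' t-test called 23 in both before adjustment, all in the same direction, where 2.41 are due to chance. The sexual stage 11 arrays are in both comparisons, and data simulated with that shared group and no change gave 9.8 shared unigenes by the same test. AFO (isotig09281) was lower in both, by a log2 fold change of −2.21 (standard error 0.31, adjusted p = 0.26 from limma) in sexual stage 14 against stage 11.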

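SBDS (isotig20049) had a normalized log2 signal of 2.44 ± 0.18 in apomictic and 1.15 ± 0.09 in sexual pistils at stage 11 (SD, n = 3). The log2 fold change was 1.29 (standard error 0.29, adjusted p = 0.092 from limma), with both probes higher (1.48 and 1.1). At stage 14 it was 0.95 (0.29, 0.86), from 2.72 ± 0.08 in apomictic and 1.77 ± 0.45 in sexual pistils. Taking slide as a block the log2 fold changes were 1.42 and 1.23, and neither passed.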

Notably, only the unigene isotig20049, sharing high similarity with the *A. thaliana* ribosome maturation protein SBDS encoded by the gene AT1G43860, appeared to be upregulated in apomictic samples across the early and late developmental stages (clusters C5/C7).

**Figure 2:**
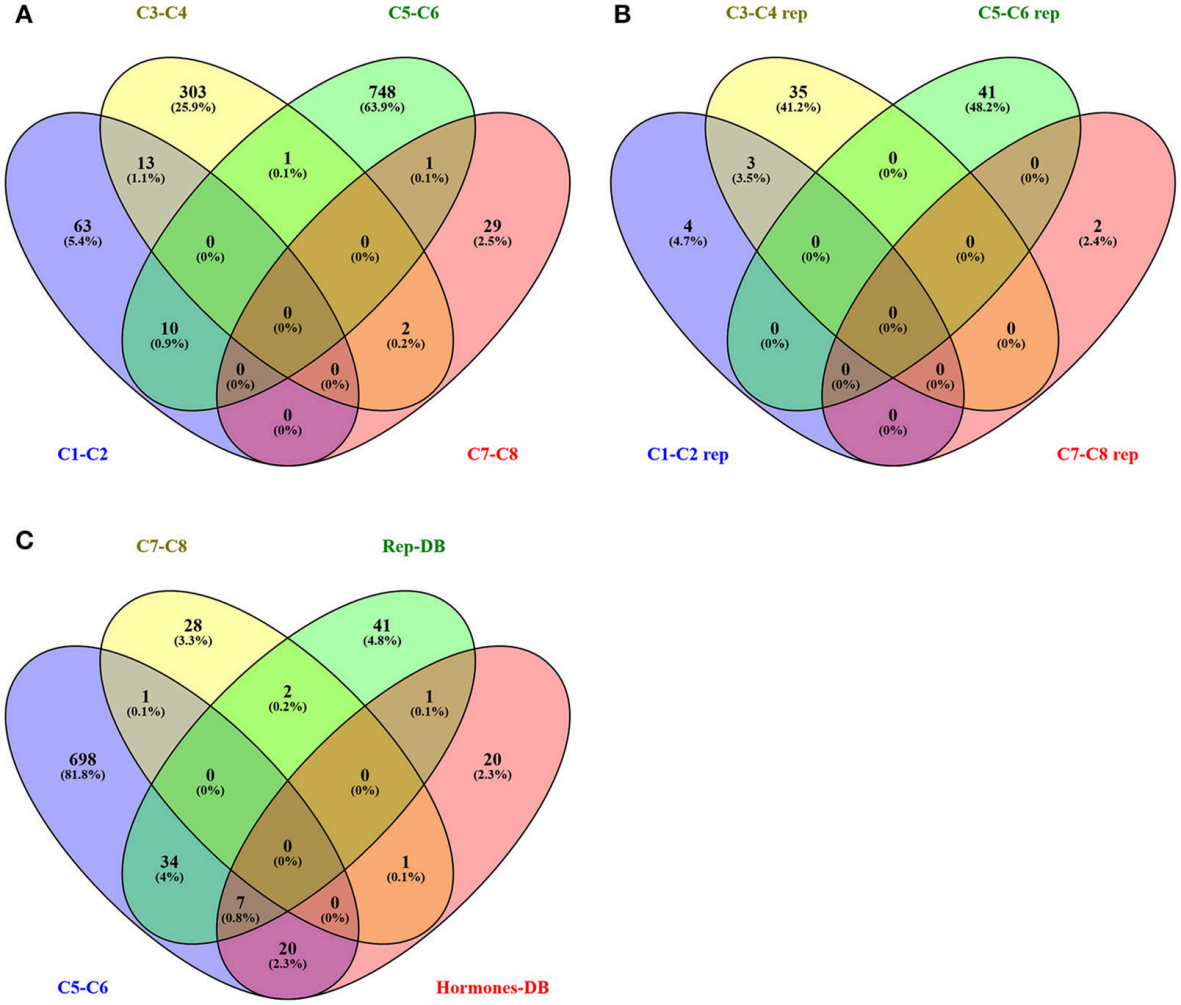
**Venn diagrams graphically represent the number of unigenes differentially expressed in single or multiple comparisons. (A)** Number of DEGs identified in clusters C1-C8. **(B)** Number of reproduction-related DEGs identified in clusters C1-C8. **(C)** DEGs identified in clusters C5-C6 and C7-C8, DEGS annotated as reproduction-related (Rep-DB) and DEGs annotated as responsive to hormonal stimuli (Hormones-DB).

The ontological annotation of DEGs was performed according to two vocabularies: biological processes and molecular functions. Of the eight datasets, the numbers of differentially expressed genes that were annotated with at least one GO term were 63 (0.73% of clusters C1/C2), 265 (0.83% of clusters C3/C4), 474 (0.62% of clusters C5/C6) and 17 (0.53% of clusters C7/C8). For biological processes, the highest scores were recorded for terms associated with the sensing and response to stresses and stimuli as well as for terms associated with the metabolism of carbohydrates, lipids and secondary compounds (Table 3). The annotations of anatomical structure morphogenesis (hits: 47, GO:0009653), cellular component organization (hits: 116, GO:0016043), cell cycle (hits: 71, GO:0007049), DNA metabolic process (hits: 80, GO:0006259) and signal transduction (hits: 45, GO:0007165) were also identified to a relatively high extent (Table 3).

**Table 3:** **Annotation of differentially expressed unigenes according to the GO vocabulary: biological process**.

**GO-ID**	**GO-term**	**SexS11 /SexS14**	**ApoS11 /ApoS14**	**SexS11 /ApoS11**	**SexS14 /ApoS14**
GO:0000003	reproduction	6	0	0	1
GO:0005975	carbohydrate metabolic process	0	14	25	1
GO:0006091	generation of precursor metabolites and energy	0	0	5	0
GO:0006259	DNA metabolic process	8	40	30	2
GO:0006412	translation	0	0	9	0
GO:0006464	cellular protein modification process	0	29	34	2
GO:0006629	lipid metabolic process	0	10	18	1
GO:0006810	transport	7	21	60	3
GO:0006950	response to stress	6	41	62	3
GO:0007049	cell cycle	5	43	21	2
GO:0007165	signal transduction	0	17	26	2
GO:0009056	catabolic process	0	9	29	1
GO:0009058	biosynthetic process	15	74	0	5
GO:0009605	response to external stimulus	0	13	0	2
GO:0009606	tropism	0	0	5	0
GO:0009607	response to biotic stimulus	0	10	16	1
GO:0009628	response to abiotic stimulus	5	25	43	2
GO:0009653	anatomical structure morphogenesis	6	22	19	0
GO:0009719	response to endogenous stimulus	0	15	26	1
GO:0009790	embryo development	0	9	13	0
GO:0009791	post-embryonic development	8	0	0	1
GO:0009856	pollination	0	0	6	0
GO:0009908	flower development	0	9	19	0
GO:0009991	response to extracellular stimulus	0	0	6	0
GO:0015979	photosynthesis	0	0	0	1
GO:0016043	cellular component organization	8	56	48	4
GO:0016049	cell growth	0	8	7	0
GO:0019725	cellular homeostasis	0	0	6	0
GO:0019748	secondary metabolic process	0	0	5	0
GO:0030154	cell differentiation	0	14	11	0
GO:0040007	growth	0	0	0	1
GO:0040029	regulation of gene expression. epigenetic	0	7	7	0

*For each GO-ID the table reports on the GO-term and number of annotated unigenes identified in each comparison*.

Differentially Expressed Genes (DEGs) annotated as reproduction were only included in clusters C1/C2 (hits: 6) and C7/C8 (hits: 1), while pollination was only present in clusters C5/C6 (hits: 6). Additional GO terms assigned to DEGs included in the clusters C5/C6 were flower development (hits: 9), embryo development (hits: 9), cell growth (hits: 8) and cell differentiation (hits: 14). It is worthy of mention that these latter GO terms were also associated with DEGs belonging to the clusters C3/C4 (Table 3).

The annotation of DEGs according to the putative molecular functions of corresponding gene products revealed a number of terms assigned with higher frequency (Table 4). In this case, the highest scores were recorded for GO terms associated with nucleotide binding (GO:0000166), DNA binding (GO:0003677), transporter activity (GO:0005215) and protein binding (GO:0005515). Overall, 54 DEGs were annotated as having sequence-specific DNA binding transcription factor activity (GO:0003700). Among DEGs belonging to the clusters C5/C6, which are thus likely reflective of transcriptional changes associated with apomeiosis and cell fate changes needed for apospory initiation, several unigenes were annotated as chromatin binding (hits: 8, GO:0003682), RNA binding (hits: 27, GO:0003723) and nuclease activity (hits: 15, GO:0004518). A GO enrichment analysis allowed the identification of GO terms significantly over-represented in each cluster of DEGs (*p* < 0.05, FDR < 0.05). While clusters 2, 7, and 8 were not enriched for any ontological terms (Table S1), DEGs included in clusters C5 and C6 were enriched for multiple terms, including cell cycle (GO:0007049, FDR: 2.39E-23), DNA metabolic process (GO:0006259, FDR: 2.70E-23), single-organism cellular process and related terms (GO:0044763, FDR: 5.76E-12) (Table S1). For molecular functions, the highest scores were recorded for terms associated with DNA binding (GO:0003677, FDR: 1.31E-10), DNA (cytosine-5-)-methyltransferase activity (GO:0003886, FDR: 3.52E-08) and heterocyclic compound binding (GO:1901363, FDR: 8.46E-07), among others (Table S1). Notably, despite the abundance of unigenes included in clusters C5 and C6, very few ontological terms appeared to be significantly enriched for annotations associated with the included unigenes. Thus, transcription corepressor activity (GO:0003714, FDR: 2.84E-02) and regulation of jasmonic acid mediated signaling pathway (GO:2000022, FDR: 2. 84E-02) were the only enriched ontological terms in cluster 5, which included 36 unigenes. No ontological annotations related to molecular functions and biological processes were found to be significant in unigenes included in cluster C6. Summarizing, the ontological annotation of DEGs provided clear indications concerning the biological process and molecular functions that are overrepresented in concomitance to the early events of the aposporous developmental pathway.

**Table 4:** **Annotation of differentially expressed unigenes according to the GO vocabulary: molecular function**.

**GO-ID**	**GO-term**	**SexS11 /SexS14**	**ApoS11 /ApoS14**	**SexS11 /ApoS11**	**SexS14 /ApoS14**
GO:0000166	nucleotide binding	6	46	69	4
GO:0003677	DNA binding	9	52	42	2
GO:0003682	chromatin binding	0	12	8	1
GO:0003700	sequence-specific DNA binding transcription factor activity	7	22	23	2
GO:0003723	RNA binding	0	0	27	1
GO:0003774	motor activity	0	10	0	0
GO:0004518	nuclease activity	0	0	15	0
GO:0004871	signal transducer activity	0	0	7	1
GO:0004872	receptor activity	0	0	5	1
GO:0005198	structural molecule activity	0	0	9	0
GO:0005215	transporter activity	5	14	39	2
GO:0005515	protein binding	13	57	60	6
GO:0008289	lipid binding	0	0	9	1
GO:0016301	kinase activity	0	30	32	0
GO:0016787	hydrolase activity	16	0	0	2
GO:0019825	oxygen binding	0	0	6	0
GO:0030234	enzyme regulator activity	0	6	5	0
GO:0030246	carbohydrate binding	0	0	5	0

*For each GO-ID the table reports on the GO-term and number of annotated unigenes identified in each comparison*.

Real-Time RT-qPCR assays were used to corroborate the microarray expression data for a number of key genes, which were selected on the bases of their expression pattern or annotation. Nine genes were selected among those differentially expressed at early developmental stages in apomictic vs. sexual samples (Figure S3). The piezo-type mechanosensitive ion channel encoded by the unigene isotig06122 exhibited a significant reduction in its expression in apomictic samples at floral stage 11, while no significant difference in its expression was recorded at floral stage 14. The same expression pattern was observed for the unigene isotig06679, orthologous to the *Arabidopsis* gene IDN2, which was found to be down regulated in apomictic pistils collected at developmental stages encompassing apomeiosis and induction of the aposporous developmental program (i.e., floral stage 11). The expression of unigene isotig06027 (similar to AT5G04390) decreased in apomictic samples in correspondence of both developmental stages. A decreased expression level in aposporous pistils was also observed for the three unigenes: isotig23509 (similar to the C2H2-type zinc finger protein encoded by AT5G04390), isotig16989 (similar to the mithocondrial translocase encoded by AT5G43970) and isotig07554 (similar to the the alpha-expansin 11 encoded by At1g20190) at floral stage 14 (Figure S3). The two unigenes: isotig12158 and isotig17364, encoding for a MYB7- like transcription factor and an ankyrin repeat family protein, showed the same expression pattern in sexual and apomictic samples and appeared to be modulated were to be modulated during pistil development. The unigene isotig17171, encoding for a protein of unknown function, was up-regulated in apomictic pistils in correspondence of both developmental stages. (Figure S3).

### Phenotypic expression of apospory is concomitant with the modulation of key genes involved in the sexual reproductive pathway and the response to hormonal stimuli

We investigated the hypothesis of deregulation of the sexual developmental pathway leading to apomixis (Grimanelli et al., 2001) by identifying DEGs associated with reproduction based on an annotated *H. perforatum* flower transcriptome (Galla et al., 2015). In doing so, we could annotate 2512 unigenes matching 1042 *Arabidopsis* gene models as related to plant reproduction, which include a number of DEGs (Table S2).

Six unigenes matching five *Arabidopsis* gene models were annotated as sporophytic mutants with gametophytic defects (Bencivenga et al., 2012). Despite the fact that gene products are mostly expressed in *Arabidopsis* sporophytic tissues, these genes are known to lead to gametophytic defects when mutated (Table S3). Additionally, 34 and 25 unigenes were annotated as sporogenesis- and gametogenesis-related, respectively (Table S3). Remarkably, the vast majority of these unigenes was included in clusters C4 and C6 and was down-regulated in aposporous pistils at floral stage 11.

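Of the 85 unigenes of Table S3, 78 were tested. In apomictic pistils 28 of them fell from stage 11 to stage 14 and 0 rose, with a median log2 fold change of −1.20 over the 78 (41 lower and 2 higher when adjusted over the list alone). After quantile normalization 19 fell, and without apomictic stage 11 replicate B or C or stage 14 replicate B or C 0 did. Between the modes at stage 11, limma called 0 of them, with 32 at an unadjusted p under 0.05 (21 lower and 2 higher when adjusted over the list alone). Their median log2 fold change at stage 11 was 0.17, with 37 lower and 41 higher in apomictic pistils. HPJAZ1 had the highest log2 fold change of them at stage 11. The list was chosen by the study on these samples, so it is not independent evidence of a direction.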

Based on the expression patterns of these genes in sexual and apomictic pistils, 7 and 38 reproductive-related DEGs were included in clusters C1/C2 and C3/C4, respectively (Figure 2B, Table S3). Furthermore, 43 unigenes that, based on the annotation of their *Arabidopsis* homologs were annotated with GO terms linked to cell fate commitment, sporogenesis, gametogenesis or embryogenesis, were differentially expressed (*p* < 0.01, FC ≥ 2.0) in the C5-C8 comparison (Table S3). Of these 38 were down-regulated in pistils of aposporous genotypes (C6/C8), whereas five were significantly up-regulated at both floral developmental stages 11 and 14 (C5/C7).

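In sexual pistils, limma called 0 of the 78 tested unigenes of Table S3 between stages, with 47 at an unadjusted p under 0.05 (29 lower and 1 higher when adjusted over the list alone). With accession as a block it called 2 of them lower. Of the 78, 72 had a lower mean in sexual and 66 in apomictic stage 14 pistils, with medians of −1.14 and −1.20. The test of the difference between the stage changes called 0 of them by limma, including when adjusted over the list alone, with 25 at an unadjusted p under 0.05 and a median difference of −0.60.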

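AFO, HPBRI1 (isotig05517) and HPSPL6 were lower in apomictic pistils at stage 11 below the threshold, and HPJAZ1 (isotig06160) was higher. At stage 14, limma called 0 of the 78 tested unigenes of Table S3 between the modes, with 22 at an unadjusted p under 0.05 (1 lower when adjusted over the list alone). There 66 had a lower and 12 a higher mean in apomictic pistils, with a median log2 fold change of −0.61. HPBRI1 (isotig05517) had a log2 fold change of −1.83 at stage 11 (standard error 0.36, adjusted p = 0.085 from limma), and −0.90 with slide as a block.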

Next, in the attempt to identify additional levels of regulation acting during sporogenesis and gametogenesis, the *H. perforatum* flower transcriptome was annotated with terms for hormonal regulation, whereby annotations were provided by TAIR. Within the flower transcriptome, 2436 unigenes were annotated as responsive to hormonal stimuli (Table S2).

Further categorization of DEGs based on their commitment to hormonal biosynthesis, metabolism and signaling pathways is reported in Table 5. Among these genes, a restricted set of DEGs were involved in cytokinin biosynthesis, such as the tRNA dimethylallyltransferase 2 HPIPT2, and auxin homeostasis, such as HPPIN8, HPIAR3 and HPILL6. Similarly, we identified a number of genes that, based on their annotations, could be recognized as regulators of hormonal stimuli (Table 5). 

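HPIPT2 (isotig31470) was at least 1.3-fold lower in apomictic pistils at stage 11 (adjusted p = 0.23 from limma). HPPIN8 (isotig28540) was at least 1.4-fold lower (0.19), a bound that the fit with slide as a block does not reach (log2 fold change −0.14). HPILL6 (isotig24727) rose from stage 11 to stage 14 in apomictic pistils by a log2 fold change of 4.05 (standard error 0.77, adjusted p = 0.028 from limma), and its change in sexual pistils was 3.25 (0.77, 0.28). The difference between these changes was 0.80 (standard error 1.09, adjusted p = 1 from limma). HPIAR3 (isotig18540) had a log2 fold change of 1.29 in apomictic pistils (0.35, 0.11). With a slide block HPILL6 had 3.61 (0.19), and it passed in 1 of the 6 fits that each left out 1 apomictic array, that without stage 11 replicate A.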

Remarkably, the two cytokinin receptor-like proteins HPCRE1 and HPACR4 were down-regulated in aposporous pistils at floral stage 11 (cluster C6, Table 5). 

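HPCRE1 (F6Z56EY03HBNM2) had a log2 fold change of −1.29 between apomictic and sexual pistils at stage 11 (standard error 0.49, adjusted p = 0.22 from limma), and its sign changed to 0.61 with slide as a block. HPACR4 (F43FOUR02DAHH0) was not above background on any apomictic stage 11 array, so no size is given (adjusted p = 0.29 from limma). A second HPACR4 unigene, isotig03203, had a log2 fold change of 0.88 between stages in apomictic pistils (adjusted p = 0.24 from limma).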

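Of 24 tested unigenes of a list of auxin transport and response genes, 2 rose in apomictic pistils between stages and 0 fell (5 higher when adjusted over the list alone). None rose after quantile normalization or without any 1 apomictic array other than stage 11 replicate A, without which 4 were called. The list gave 0 calls by limma in sexual pistils (11 at an unadjusted p under 0.05, 5 higher and 5 lower when adjusted over the list alone). It also gave 0 between the modes at stage 11 (9 at an unadjusted p under 0.05, 4 higher and 5 lower when adjusted over the list alone). Like the other gene lists, it was matched to unigenes through the paper's tables, part of them chosen on these samples. Its counts are thus not independent evidence of a direction. HPARF3 (isotig22461) had a log2 fold change of −0.78 in apomictic pistils between stages (standard error 0.31, adjusted p = 0.33 from limma). The SAUR-like unigene F6Z56EY02ECT02 (AT1G19840) was at least 3.4-fold lower in sexual stage 14 than stage 11 pistils (0.30).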

Multiple auxin responsive factors (HPARF2, HPARF3, HPARF7) and SAUR-like proteins were also included in clusters C1-C8 (Table 5).

**Table 5:** **Differentially expressed genes whose expression is predicted to be modulated in response to hormonal stimuli**.

**Annotation**	**Unigene ID**	**AT top hit**	**Gene names**	**Protein names**	**Reproductive database**	**Cluster (FC)**
cytokinin biosynthetic process	isotig31470	AT2G27760	IPT2	tRNA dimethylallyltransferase 2	meiotic	C6 (−2.23)
cytokinin signaling pathway	F6Z56EY03HBNM2	AT2G01830	AHK4/CRE1/ WOL	Histidine kinase 4	-	C6 (−2.17)
response to cytokinin	F43FOUR02DAHH0	AT1G69040	ACR4	ACT domain-containing protein ACR4	sporophytic mutants with gametophytic defects	C6 (−2.28)
response to cytokinin	HHKO36P01AWLS2	AT3G54720	AMP1	Probable glutamate carboxypeptidase 2	embryogenesis	C6 (−2.58)
response to cytokinin	isotig30471	AT3G54720	AMP1	Probable glutamate carboxypeptidase 2	embryogenesis	C6 (−2.22)
response to cytokinin	isotig01327	AT4G02450	AT4G02450	HSP20-like chaperone	-	C6 (−2.38)
response to cytokinin	isotig13937	AT4G02530	AT4G02530	Thylakoid lumenal 16.5 kDa protein	-	C4 (−2.56)
response to cytokinin	isotig00876	AT5G50920	CLPC1	Chaperone protein ClpC1	-	C6 (−2.17)
response to cytokinin	isotig08889	AT5G35630	GS2	Glutamine synthetase	-	C4 (−6.05)
response to cytokinin	isotig09922	AT1G32060	PRK	Phosphoribulokinase	-	C4 (−2.54)
response to auxin	isotig18540	AT1G51760	ILL4/IAR3/JR3	IAA-amino acid hydrolase ILR1-like 4	-	C3 (2.42)
auxin transport	isotig28540	AT5G16530	PIN8	Putative auxin efflux carrier component 8	-	C6 (−2.09)
basipetal auxin transport	isotig08210	AT4G30960	CIPK6/PKS4/SIP3	CBL-interacting serine/threonine-protein kinase 6	-	C3 (5.47)
basipetal auxin transport	isotig08211	AT4G30960	CIPK6/PKS4/SIP3	CBL-interacting serine/threonine-protein kinase 6	-	C3 (5.85)
auxin signaling pathway	isotig05394	AT5G62000	ARF2	auxin response factor 2	seed development and size regulation	C6 (−2.17)
auxin signaling pathway	isotig22461	AT2G33860	ARF3/ETT	auxin response transcription factor 3	cell fate	C4 (−2.05)
auxin signaling pathway	isotig02453	AT5G20730	ARF7/NPH4	Auxin response factor	-	C6 (−3.29)
auxin signaling pathway	isotig13218	AT5G43700	ATAUX2-11/IAA4	auxin-responsive protein IAA4	-	C3 (6.04)
auxin signaling pathway	isotig01915	AT5G18020	SAUR20	Auxin-responsive protein SAUR20	-	C3 (2.29)
auxin signaling pathway	isotig05167	AT5G46700	TRN2/TET1	protein TORNADO 2	regulation of megasporogenesis	C6 (−2.13)
auxin/ethylene signaling pathway	isotig32883	AT5G42190	SKP1B/ASK2/UIP2	SKP1-like protein 1B	-	C6 (−2.58)
response to auxin	isotig15559	AT5G20820	AT5G20820	SAUR-like auxin-responsive family protein	-	C6 (−2.07)
response to auxin	F6Z56EY02ECT02	AT1G19840	AT1G19840	SAUR-like auxin-responsive protein	-	C2 (−2.33)
response to auxin	isotig16626	AT2G04160	AIR3/SBT5.3	subtilisin-like serine endopeptidase family protein	-	C1 (6.34)
response to auxin	isotig16625	AT2G04160	AIR3/SBT5.3	subtilisin-like serine endopeptidase family protein	-	C1 (6.27)
response to auxin	isotig23915	AT3G55320	ABCB20/MDR14	ABC transporter B family member 20	-	C6 (−2.47)
response to auxin	isotig04082	AT5G19140	AILP1	aluminum induced protein with YGL and LRDR motifs	-	C5 (2.58)
response to auxin	HHKO36P01B6PR4	AT5G01270	CPL2	RNA polymerase II C-terminal domain phosphatase-like 2	-	C6 (−3.19)
brassinosteroid signaling pathway	isotig24963	AT3G63310	F16M2_160/BIL4	BRZ-INSENSITIVE-LONG HYPOCOTYLS 4	-	C3 (5.01)
brassinosteroid signaling pathway	isotig05518	AT4G39400	BRI1	Serine/threonine-protein kinase bri1	regulation of megagametogenesis	C6 (−4.10)
ethylene signaling pathway	HHKO36P01EDKCF	AT1G36060	ERF055	Ethylene-responsive transcription factor	-	C6 (−2.23)
ethylene/abscisic acid/brassinosteroid signaling pathway	isotig03782	AT3G51550	FER/ SIR/SRN	Receptor-like protein kinase	pollen tube reception	C6 (-2.08)
response to ethylene; gibberellic acid signaling pathway	isotig24822	AT2G01570	RGA/GRS/RGA1	GRAS family transcription factor	-	C3 (4.19)
response to ethylene	isotig31421	AT3G54320	WRI1	Ethylene-responsive transcription factor	-	C3 (6.47)
cellular response to abscisic acid stimulus	isotig24487	AT1G10930	RECQ4A/SGS1	ATP-dependent DNA helicase Q-like 4A	-	C4 (−2,92)
abscisic acid signaling pathway	isotig23433	AT2G31500	CPK24	Calcium-dependent protein kinase, putative	-	C3 (2.16)
response to abscisic acid	HHKO36P01B0WID	AT4G13510	AMT1-1	Ammonium transporter 1 member 1	-	C6 (−3.53)
response to abscisic acid	isotig18052	AT2G36530	LOS2/ENO2	Bifunctional enolase 2/transcriptional activator	-	C5 (2.67)
response to abscisic acid	isotig02231	AT5G59310	LTP4	Non-specific lipid-transfer protein 4	-	C6 (−3.00)
response to abscisic acid	isotig02230	AT5G59310	LTP4	Non-specific lipid-transfer protein 4	-	C6 (−3.12)
response to abscisic acid	isotig16604	AT1G27730	STZ/ZAT10	Zinc finger protein ZAT10	-	C7 (2.40)
response to abscisic acid	isotig20742	AT3G07360	PUB9	U-box domain-containing protein 9	-	C3 (3.47)
response to abscisic acid	isotig27335	AT5G25610	RD22	BURP domain protein RD22	-	C4 (−2.29)
jasmonic acid biosynthetic process	isotig19051	AT2G33150	PED1/KAT2	3-ketoacyl-CoA thiolase 2	-	C3 (2.30)
jasmonic acid signaling pathway	isotig02241	AT5G20900	TIFY3B/JAZ12	Jasmonate ZIM domain-containing protein 12		C5 (2.04)
jasmonic acid signaling pathway	isotig02239	AT5G20900	TIFY3B/JAZ12	Jasmonate ZIM domain-containing protein 12		C5 (2.04)
response to jasmonic acid	isotig06160	AT1G19180	JAZ1	Jasmonate ZIM-domain containing protein	regulation of megagametogenesis	C5 (2.23)
response to jasmonic acid	isotig24727	AT1G44350	ILL6/GR1	IAA-amino acid hydrolase	-	C3 (10.27)
response to jasmonic acid	isotig09757	AT4G12570	UPL5	E3 ubiquitin-protein ligase UPL5		C4 (−2.93)
gibberellic acid signaling pathway	isotig23198	AT5G66730	IDD1/ENY	Protein indeterminate-domain 1		C6 (−2.26)
gibberellic acid/brassinosteroid signaling pathway	isotig26633	AT5G39860	PRE1/BHLH136/BNQ1	Transcription factor PRE1	-	C1 (2.80)
response to gibberellin/jasmonic acid/salicylic acid	isotig13103	AT4G09460	MYB6	Transcription repressor MYB6	-	C6 (−3.96)
response to gibberellin	F43FOUR04I6R08	AT4G19700	BOI/ILP	E3 ubiquitin-protein ligase BOI	-	C6 (−2.89)
hormone-signaling pathway	isotig07074	AT1G20930	CDKB2-2	Cyclin-dependent kinase B2-2	-	C4 (−5.14)

*For each unigene the table reports on its involvement in hormonal biosynthesis and/or perception. The Arabidopsis gene sharing the highest similarity, the gene name, the protein name, annotations related to reproduction and differential expression (gene expression cluster and fold change) are also indicated*.

The overlaps existing between DEGs differentially expressed in aposporous vs. apomictic samples (clusters C5–C8), those annotated as reproduction-related (namely, “reproductive-related”) and unigenes thought to be responsive to hormonal stimuli (namely, “response to hormonal stimuli”) are displayed in Figure 2C. While the majority of DEGs were not annotated according to the abovementioned categories, 7 DEGs matching 6 *A. thaliana* gene models were included in both datasets (Table 5, Figure 2C). These unigenes were annotated as sporophytic mutants with gametophytic defects (HPACR4) and regulators of megasporogenesis (HPTRN2) as well as regulators of megagametogenesis progression and gametophyte development (HPBRI1, HPJAZ1). 

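HPBRI1 (isotig05518) had a log2 fold change of −1.82 between apomictic and sexual pistils at stage 11 (standard error 0.45, adjusted p = 0.11 from limma), and −0.18 with slide as a block. HPJAZ1 (isotig06160) had 2.21 (0.91, 0.25), and 0.17 with slide as a block. The slide fit links the modes at stage 11 through sexual stage 14, of which slide 1 holds replicate A alone. HPTRN2 (isotig05167) was well above background on 1 sexual stage 11 array and 0 apomictic arrays, so it was not tested. Without any 1 of the stage 11 arrays, the adjusted p stayed at or above 0.14 for isotig05518 and 0.27 for HPJAZ1.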

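HPARF2 was lower in apomictic than in sexual pistils at stage 11, below the threshold, with log2 fold changes of −2.20 for isotig05394 (standard error 0.34, adjusted p = 0.076 from limma) and −1.84 for isotig05393 (0.42, 0.097). With slide as a block isotig05394 had −2.76 (adjusted p = 1 from limma). HPFER (isotig03782) was well above background on 1 of the 12 arrays, of sexual stage 11, and was not tested. Table 5, which was chosen by the study on these samples, holds 51 tested unigenes, of which limma called 0 at stage 11 (20 at an unadjusted p under 0.05, 13 lower and 2 higher when adjusted over the list alone). In apomictic pistils between stages 6 of the 51 rose and 2 fell (15 higher and 7 lower when adjusted over the list alone), 1 rose and 1 fell after quantile normalization, and 0 changed without apomictic stage 11 replicate B or C or stage 14 replicate B or C.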

The *Hypericum* homologs of HPFER and HPARF2, the former of which is involved in pollen tube perception and the latter of which is involved in gametophyte and seed development in *A. thaliana*, were also among these genes (Table 5).

Real-Time qPCR assays showed that the unigene HPACR4 (F43FOUR02DAHH0), encoding for a protein involved in epidermal cell differentiation, exhibited a significant reduction in its expression in apomictic samples in correspondence of both floral stages (Figure S4). The unigene isotig28540, orthologous to the *Arabidopsis* gene PIN8, exhibited an opposite expression pattern as it was significantly upregulated in apomictic pistils in correspondence of both floral stages (Figure S4). Conversely, no significant differences were recorded by Real-Time RT-qPCR assays for HPIPT2 (isotig31470), HPCRE1 (F6Z56EY03HBNM2) and HPAMP1 (HHKO36P01AWLS2) (Table S7, Figure S4). Summarising, our expression analysis provides line of evidences suggesting that early events of the aposporous developmental pathway are concomitant with the modulation of multiple genes involved in the sexual reproductive pathway and hormonal homeostasis.

### The transcriptome of sexual and aposporous pistils is characterized by distinct expression correlation networks

An expression correlation network (Pearson correlation coefficient −0.98 <> +0.98) was created starting from all differentially expressed unigenes (fold change ≥ 2.0). Sub-networks were generated from the original network by selecting nodes (i.e., unigenes) modulated in single comparisons, whereby highly correlated unigenes were connected to each other (Table S4).

The expression correlation network originated by selecting unigenes included in clusters C1 and C2, thus showing differential expression during the transition from early to late developmental stages in sexual genotypes, comprised 71 nodes interconnected by 63 edges. 

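The kinesin unigene isotig27077 (AT2G36200) and HPAIR3 (isotig16626) illustrate the sexual stage change, with log2 fold changes of −1.17 and 3.54 (standard error 0.97 and adjusted p = 0.28 from limma for HPAIR3). HPAIR3 (isotig16625) had 3.56 in sexual and 3.69 in apomictic pistils (adjusted p = 0.11 from limma for the latter, and 0.042 with accession as a block). Pearson correlations of at least 0.98 in size were counted over linear normalized signals of the 12 arrays. The 31 unigenes that Table S4 lists with a sexual stage change touched 29 edges among 38 nodes. On quantile-normalized signals they touched 17 edges, and with each group's mean subtracted 38. The count was 54 without sexual stage 11 replicate B, 61 without sexual stage 14 replicate A and 62 without apomictic stage 11 replicate A.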

Based on their annotations, 11 unigenes included in this network are likely involved in meiosis (i.e., the kinesin-related cytokinesis protein F2H17_19), as well as ovule development and gamete formation (i.e., HPANT). Furthermore, 5 unigenes were annotated as responsive to auxin (HPAIR3), ethylene (HPASK2) and Brassinosteroid (HPBRI1) stimuli. Following a GO enrichment analysis, ontological terms describing DNA metabolic processes (GO:0006259, *p*-value: 1.23E-5), DNA replication (GO:0006260, *p*-value: 1.66E-4), DNA-methyltransferase activity (GI:0009008, *p*-value: 3.48E-4) and gene silencing (GO:0016458, *p*-value: 2.52E-4) were detected starting from this cluster of DEGs (Table S5). Biological processes significantly over-represented in the annotations of nodes included in this network were zygote asymmetric cell division (GI:0010070, *p*-value: 1.81E-4), regulation of flower development (GI:0009909, *p*-value: 5.09E-3) and mitotic chromosome condensation (GI:0007076, *p*-value: 5.31E-3), among others (Table S5).

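The 145 unigenes that Table S4 lists with an apomictic stage change touched 73 edges among 75 nodes, on the linear signals of all 12 arrays. On log2 values they touched 130 edges, and with each group's mean subtracted 23. Without sexual stage 11 replicate B there were 111, without sexual stage 11 replicate C 118, without sexual stage 14 replicate C 124 and without apomictic stage 11 replicate C 123. Over all 708 unigenes of Table S4 there were 1712 edges, 1710 of them positive.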

The network originated by selecting DEGs included in clusters C3 and C4 comprised 154 nodes and 247 edges. 

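WRI1 (isotig31421) rose from stage 11 to stage 14 in apomictic pistils by a log2 fold change of 4.24 (standard error 0.72, adjusted p = 0.02 from limma), and by 5.87 with slide as a block (0.013). CDKB2;2 (isotig07074) fell by 2.97 (0.50, 0.02), and by 3.16 with slide as a block (0.029). PKT3 (isotig19051) had 1.22 (0.30, 0.071) and UPL5 (isotig09757) −1.77 (0.57, 0.19), neither past the threshold, which PKT3 passed with accession as a block (0.036). WRI1 and CDKB2;2 each passed in 2 of the 6 fits that left out 1 apomictic array, those without replicate A of either stage.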

Within this network, 5 unigenes are known to be modulated in response to ethylene (WRI1), abscisic acid (PKT3), jasmonate (UPL5, ILR) and other hormonal stimuli (CDKB2;2). Furthermore, 18 DEGs were annotated as reproduction-related genes with terms ascribable to meiosis (BUB3.1, PHB, TOP2), gametogenesis (TSO1, T1N15_20) and cell fate changes (RBR1, HMGA). 

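TOPII (isotig17779) fell from stage 11 to stage 14 in apomictic pistils (log2 fold change −2.9, standard error 0.45, adjusted p = 0.018 from limma). TSO1 fell by 2.78 in isotig04545 and isotig31180 (0.018 and 0.021), and BUB3.1 (isotig12252) fell too (−2.24, 0.36, 0.018). PHB fell by 1.62 (isotig07327, adjusted p = 0.02 from limma) and 1.43 (isotig07326, 0.032). RBR1 fell in isotig08685 (−1.54, 0.28, 0.025) and did not pass in isotig21742 (−0.85, 0.33, 0.32). HMGA did not pass in isotig16079 (−1.32, 0.17) or isotig16080 (−1.27, 0.15). When slide was a block TSO1 (isotig31180) passed (−2.91, adjusted p = 0.036 from limma), and TSO1 (isotig04545; −2.58, 0.053), TOPII (−2.64, 0.092), BUB3.1 (−2.21, 0.11) and PHB (isotig07327, −1.56, 0.13, and isotig07326, −1.43, 0.18) did not. None of them passed without apomictic stage 11 replicate B or C or stage 14 replicate B or C, where the adjusted p of TOPII was 0.091 at most.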

The *Hypericum* orthologues of MET1 and CMT3 were also included in this cluster of modulated genes. 

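MET1 fell in apomictic pistils between stages, from a normalized log2 signal of 0.88 ± 0.17 to −0.94 ± 0.67 in isotig11077 (SD, n = 3; log2 fold change −1.82, standard error 0.40, adjusted p = 0.049 from limma). In sexual pistils it went from 0.54 ± 0.56 to −0.23 ± 0.34 (−0.77, 0.40, 0.43). isotig11078 had −1.82 (0.38, 0.037) in apomictic and −0.81 (0.38, 0.38) in sexual pistils. The difference between the stage changes was −1.05 for isotig11077 (0.57) and −1.01 for isotig11078 (0.53), each with an adjusted p of 1 from limma. In a fit by slide isotig11077 had −2.01 in apomictic and −1.16 in sexual pistils, and neither passed (0.17 and 0.81). It passed in 0 of the 6 fits that each left out 1 apomictic array, with adjusted p from 0.072 to 0.18.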

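Of 45 tested unigenes of a list of replication and cell cycle genes, 20 fell in apomictic pistils between stages and 0 rose (27 lower when adjusted over the list alone). The kinesin KRP125 (isotig11902) fell by a log2 fold change of 3.24 and so did the MCM7 homologue PRL, with −3.08 (F6Z56EY01A3HTA, standard error 0.61, adjusted p = 0.032 from limma), −2.75 (F6Z56EY01BPFH9), −2.73 (isotig11399) and −2.47 (isotig11400). The centromeric histone HTR12 had −2.64 (isotig14730) and −2.42 (isotig14729) and MCM2 −2.32 (isotig10335 and isotig10336). Of the 45, 41 had a lower mean in apomictic and 37 in sexual stage 14 pistils, with medians of −1.54 and −0.90. limma called 0 of them in sexual pistils (17 at an unadjusted p under 0.05, 0 when adjusted over the list alone) and 0 for the difference between the stage changes (15 at an unadjusted p under 0.05). In the fits without apomictic stage 11 replicate B or C or stage 14 replicate B or C, 0 passed. This list was matched to unigenes through the paper's tables, part of them chosen on these samples, so it is not independent evidence.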

Within this sub-network, terms scoring the highest values were associated with cell cycle progression (GO:0022402, *p*-value: 2.40E-14), DNA replication (GO:0006260, *p*-value: 1.35E-7) and DNA metabolic process (GO:0006259, *p*-value: 1.77E-7), meiosis (GO:0007126, *p*-value: 6.9E-4) and chromosome segregation (GO:0007059, *p*-value: 1.30E-4) (Table S5). Several terms related to cell fate commitment (GO:0045165, *p*-value: 7,27E-03) were also included among over-represented terms. It is worth noting that the terms basipetal auxin transport (GO:0010540, *p*-value: 7,27E-03) and IAA-amino acid conjugate hydrolase activity (GO:0010178, *p*-value: 5,22E-03) were significantly enriched in annotations assigned to this cluster of genes (Table S5).

An expression correlation network (Pearson correlation coefficient −0.98 <> +0.98) was created starting from unigenes (nodes) included in clusters C1, C2, C5, and C6, thus possibly reflecting a subset of expression changes concomitant to the failure of the meiotic program and the induction of aposporous apomixis. This approach was selected to scale down the complexity of data, thus allowing closer investigations of selected nodes. The resulting expression correlation network contains two sub-networks for a total of 26 nodes (unigenes) and 29 edges (Figure 3, Table 6). 

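The 26 unigenes of Table 6 had 4 edges among their 325 pairs at a Pearson correlation of at least 0.98 over the linear signals of the 12 arrays, all positive. HHKO36P02JOYDO had 2 of them, and HPALADIN (isotig13015), GSTU19 (isotig22811), HPPTR2 (isotig07093) and HPCYC3B (HHKO36P02GL54X) were among the others' ends with 1 each. Sets of 26 unigenes drawn at random had a mean of 0.25 edges over 20 draws. The median correlation was 0.613, and 0.145 with each group's mean subtracted. On log2 values or quantile-normalized signals there were 0 edges, from the authors' value table 8, without sexual stage 11 replicate A 8, without replicate B 7 and without apomictic stage 11 replicate A 10. Table 6 was chosen by the study on these samples, so this is not independent evidence of co-expression.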

All edges included in the network represent positive correlations between unigenes that were found down-regulated in aposporous pistils. 

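All 20 tested unigenes of Table 6 had a lower mean in apomictic than in sexual pistils at stage 11, with estimated log2 fold changes from −2.59 to −0.67 and a median of −1.57, some of them against arrays at background. limma called 0 of them, with 15 at an unadjusted p under 0.05 (15 lower when adjusted over the list alone). Table 6 was chosen by the study on these samples, so its lower means and these counts are not independent evidence of a direction. ATPQ (HHKO36P02G1N94) had the lowest, −2.59 (standard error 0.43, adjusted p = 0.076 from limma), and −1.17 with slide as a block. SIN2 (F6Z56EY02DHSUQ), the mitochondrial GTPase, was not well above background on any apomictic stage 11 array, so no size is given (adjusted p = 0.51 from limma), and the sign of its estimate changed after quantile normalization (0.05) and without sexual replicate C (0.03). HHKO36P01BR1EE was well above background on 0 arrays and was not tested. Quantile normalization and the fit by slide also gave other unigenes of the table smaller changes, such as −1.30 and −0.56 for HHKO36P02G29PD.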

For these genes, fold changes varied between a minimum value of 2.01 for the unigene of unknown function HHKO36P01BR1EE and a maximum fold change value equal to 13.68 for the mitochondrial ribosome-associated GTPase 1 encoded by the unigene F6Z56EY02DHSUQ. In addition to being differentially expressed during early stages of pistil development between sexual and apomictic genotypes, five unigenes included in the network were significantly down-regulated during sexual development (cluster C2) (Table 6).

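HHKO36P02G29PD, the putative retroelement pol polyprotein, had a log2 fold change of −1.32 between stages in sexual pistils (standard error 0.36, adjusted p = 0.28 from limma), and −1.57 between the modes at stage 11 (0.36, 0.097). isotig11607 was at least 1.2-fold lower at stage 14 in sexual pistils (adjusted p = 0.28 from limma), and between the modes no size is given, because it was not above background on any apomictic stage 11 array (0.15). HPCYC3B (HHKO36P02GL54X) was at least 1.5-fold lower there (0.28), and for the same reason no size is given between the modes (0.20). limma called 0 of the 20 tested unigenes of Table 6 in sexual pistils, with 16 at an unadjusted p under 0.05 (15 lower when adjusted over the list alone). The sexual stage 11 arrays enter both comparisons, and the list was chosen on these samples, so its counts are not independent evidence of a direction. Of the signal of HPCYC3B summed over the 12 arrays, 37.7% came from sexual stage 11 replicate C.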

**Figure 3:**
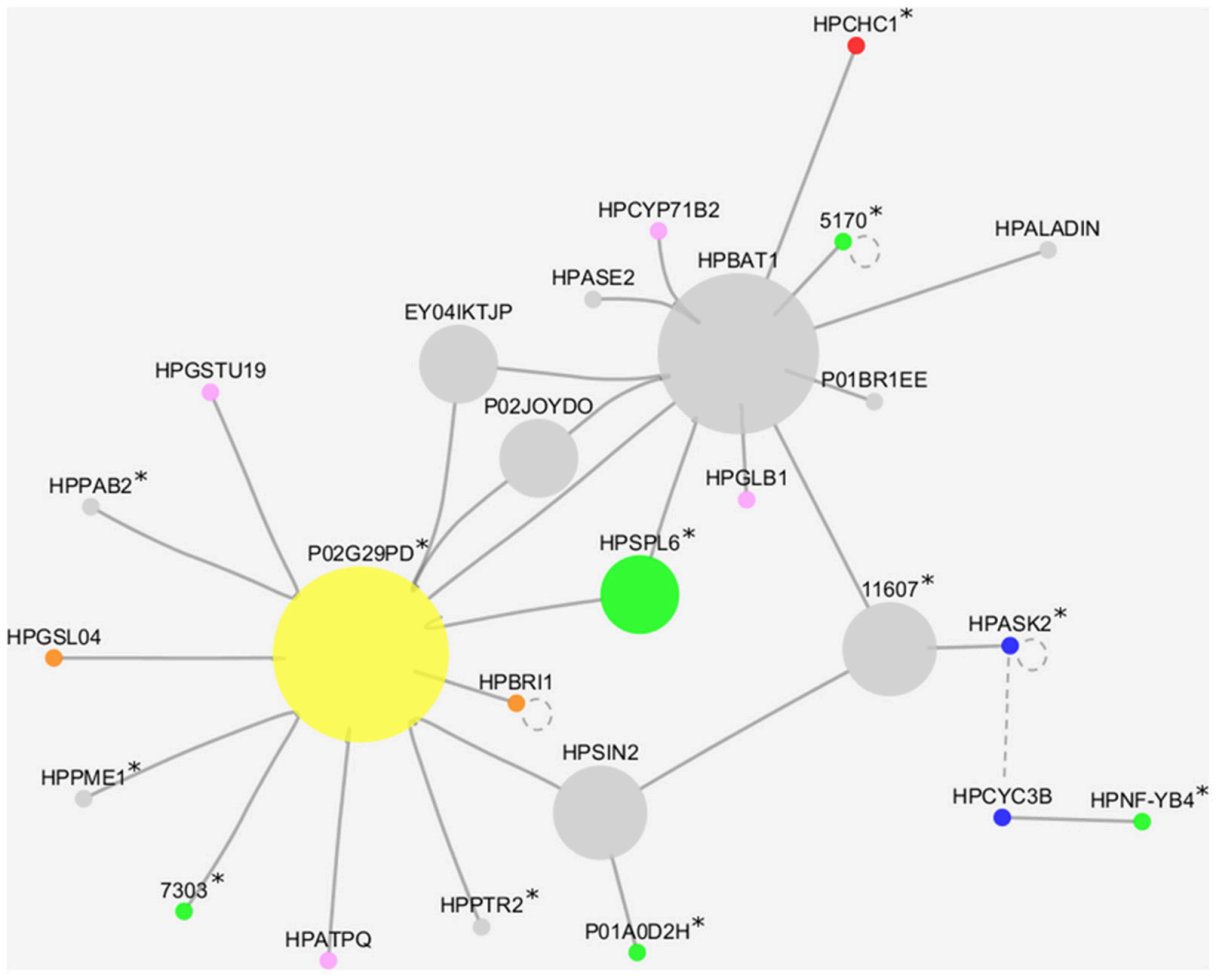
**Cytoscape visualization of the expression correlation sub-network generated by filtering all DEGs as: [(C1 OR C2) AND (C5 OR C6)]**. Nodes size is proportional to number of connections. Green nodes, transcription factors; blue nodes, cell cycle regulators; red node, chromatin remodeling factor; orange nodes, reproductive-related unigenes; yellow node, transposable elements; pink nodes, stress related proteins; gray nodes, other annotations. Continuous lines indicate edges identified in the expression correlation network while dotted lines indicate known physical interactions between the *A. thaliana* orthologues. Unigenes whose expression has been validated by Real-Time qPCR are indicated with the asterisk (^*^).

**Table 6:** **Unigenes included in the expression correlation sub-network potentially associated with the induction of the aposporous developmental program**.

**Unigene**	**AT locus**	**Gene name**	**Description**	**Biological processes**
isotig25064	AT5G14170	CHC1	Chromatin remodeling complex subunit	chromatin modification; regulation of transcription, DNA-templated
HHKO36P01A0D2H	AT3G62900	-	CW-type Zinc Finger-like protein	n.a.
isotig05170	AT1G55750	-	BSD domain (BTF2-like transcription factors)	nucleotide-excision repair; regulation of transcription, DNA-templated
isotig05639	AT1G69170	SPL6	Squamosa promoter-binding protein-like transcription factor	defense response to bacterium; regulation of transcription, DNA-templated
isotig07303	AT5G63830	-	HIT-type Zinc finger family protein	n.a.
isotig32883	AT5G42190	ASK2	Similar to ARABIDOPSIS SKP-LIKE 2	auxin-activated signaling pathway; ubiquitin-dependent protein catabolic process
F6Z56EY02DHSUQ	AT4G10650	SIN2	mitochondrial ribosome-associated GTPase 1	GTP-binding; hydrolase activity
isotig24694	AT4G34110	PAB2	Poly(A)-binding protein	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay
isotig05518	AT4G39400	BRI1	Serine/threonine-protein kinase bri1	anther wall tapetum cell differentiation; negative regulation of cell death
isotig11607	AT5G41940	-	Ypt/Rab-GAP domain of gyp1p superfamily protein	intracellular protein transport; regulation of vesicle fusion
isotig13015	AT3G56900	ALADIN	Transducin/WD40 repeat-like superfamily protein	mRNA transport; protein transport
F6Z56EY04IKTJP	AT1G74150	-	kelch repeat superfamily protein	n.a.
isotig18376	AT2G01170	BAT1	Amino-acid permease.	arginine transmembrane transport
isotig27808	AT3G14570	GSL04	GLUCAN SYNTHASE-LIKE 4	(1->3)-beta-D-glucan biosynthetic process
isotig22811	AT1G78380	GSTU19	GLUTATHIONE S-TRANSFERASE TAU 19	glutathione metabolic process; response to oxidative stress
HHKO36P02G29PD	AT2G14380	-	putative retroelement pol polyprotein	n.a.
isotig06992	AT1G13080	CYP71B2	CYTOCHROME P450, FAMILY 71, SUBFAMILY B, POLYPEPTIDE 2	defense response to other organism; heat acclimation
isotig07093	AT2G02040	PTR2	Predicted protein	peptide transport; protein transport
isotig12044	AT1G53840	PME1	PECTIN METHYLESTERASE 1	cell wall modification; pectin catabolic process
HHKO36P01BR1EE	-	-	Unknown product	n.a.
HHKO36P01C9NWL	AT4G34740	ASE2	DIFFERENTIAL DEVELOPMENT OF VASCULAR ASSOCIATED CELLS	de novo IMP biosynthetic process; chloroplast organization
HHKO36P02G1N94	AT3G52300	ATPQ	ATP SYNTHASE D CHAIN, MITOCHONDRIAL	ATP synthesis coupled proton transport; response to salt stress
HHKO36P02GPA6L	AT2G16060	GLB1	CLASS I HEMOGLOBIN	response to hypoxia
HHKO36P02JOYDO	AT3G63510	-	FMN-linked oxidoreductases superfamily protein	flavin adenine dinucleotide binding; tRNA dihydrouridine synthase activity
F43FOUR03GUMNU	AT1G09030	NF-YB4	nuclear transcription factor Y subunit B-4-like	regulation of transcription, DNA-templated
HHKO36P02GL54X	AT5G11300	CYC3B	MITOTIC-LIKE CYCLIN 3B	cell cycle; cell division; cell proliferation

*To generate the sub-network from the overall expression correlation network (Pearson correlation coefficient −0.98<> +0.98), all nodes (DEGs) included in clusters (C1 OR C2) AND (C5 OR C6) were selected. Next, all adjacent edges and nodes connected to these edges were selected and used to infer the sub-network. For each unigene the table reports on the putative Arabidopsis orthologous, the gene name and the description of the gene. The relevant biological processes attributed to each unigene are also indicated*.

Based on their annotations, unigenes included in the network could be further classified into the following ontological categories: (i) transcriptional regulators, including SPL (SQUAMOSA promoter-binding protein-like transcription factor), BSD domain (BTF2-like transcription factors), the nuclear transcription factor Y subunit B-4-like and a chromatin remodeling complex subunit (CHC1); (ii) translation regulators, including the PAB2 Poly(A)-binding protein and a mitochondrial ribosome-associated GTPase 1; (iii) cell cycle regulators, such as SKP-like 2 and mitotic-like cyclin 3B; (iv) proteins involved in signal perception and transduction (the Serine/threonine-protein kinase (BRI1) was included in this group (Table 6); v) unigenes responsive to internal or external stresses and stimuli, such as glutathione S-transferase TAU 19 (GSTU19), cytochrome P450-like gene CYP71B and ATP synthase D chain (ATPQ); and (vi) genes encoding for proteins involved in cellular modification processes, such as the pectinesterase PME1 and glucan synthase-like 4 (GSL04). Based on annotations available at UniProt, this latter gene could also be included in the group of genes that are known to be involved in plant reproduction together with BRI1 (Table 6).

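HPBAT1 (isotig18376) had 0 edges among the unigenes of Table 6, was well above background on 2 of the 12 arrays, both of sexual stage 11, and was not tested. HHKO36P02G29PD had 1 edge, and 4 from the authors' value table. Its normalized log2 signal was between −0.45 and 0.36 on the sexual stage 11 arrays and between −1.82 and −1.47 on the apomictic stage 11 arrays.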

Remarkably, the nodes sharing the highest numbers of interactions within the sub-network were isotig18376 (HPBAT1) and HHKO36P02G29PD, this latter encoding for a putative retroelement pol polyprotein. We noticed that transcription factors included in this picture were localized in marginal positions. The only exception to this was represented by the SQUAMOSA promoter-binding protein-like transcription factor 6 (HPSPL6), which is connected to both central nodes (HPBAT1 and HHKO36P02G29PD). 

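HPSPL6 (isotig05639) had 0 edges among the unigenes of Table 6 on linear signals, and 2 from the authors' value table. It was at least 1.2-fold lower in apomictic pistils at stage 11 (adjusted p = 0.085 from limma). Taking slide as a block its log2 fold change was −0.57 (adjusted p = 1 from limma). NF-YB4 (F43FOUR03GUMNU), another transcription factor of the table, had 0 edges and was at least 1.1-fold lower (0.13).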

Interestingly, physical interaction between the two proteins ASK2 and CYC3B has been reported in *A. thaliana* (http://bar.utoronto.ca/interactions).

An enrichment analysis of GO terms associated with the nodes included in the network did not reveal over- or under-represented ontological terms (*p* < 0.05, Benjamini & Hochberg's FDR correction with significance level: 0.05).

Sixteen genes were selected among those included in the expression correlation network (displayed in Figure 3 and Table 6) and their expression tested by Real-Time RT-qPCR assays. From this group of DEGs, 12 unigenes displayed a similar expression pattern as they were significantly down-regulated in aposporous pistils in correspondence of both developmental stages (Figure 4). In particular, this expression pattern was observed for the unigene HHKO36P01A0D2H, which shares some similarity with a MORC family CW-type zinc finger protein 4, the unigene isotig25064, which is predicted to encode a protein that belongs to the chromodomain remodeling complex (HPCHC1), and three unigenes encoding for transcription factors belonging to the families NF-YB4, BTF2-like, and HIT-type Zinc finger family protein (Table 6, Figure 4). The same expression pattern was observed for the two unigenes: HPPTR2 and HHK036P02G29PD (Figure 4), the latter of which encodes for putative retroelement pol protein (Table 6).

**Figure 4:**
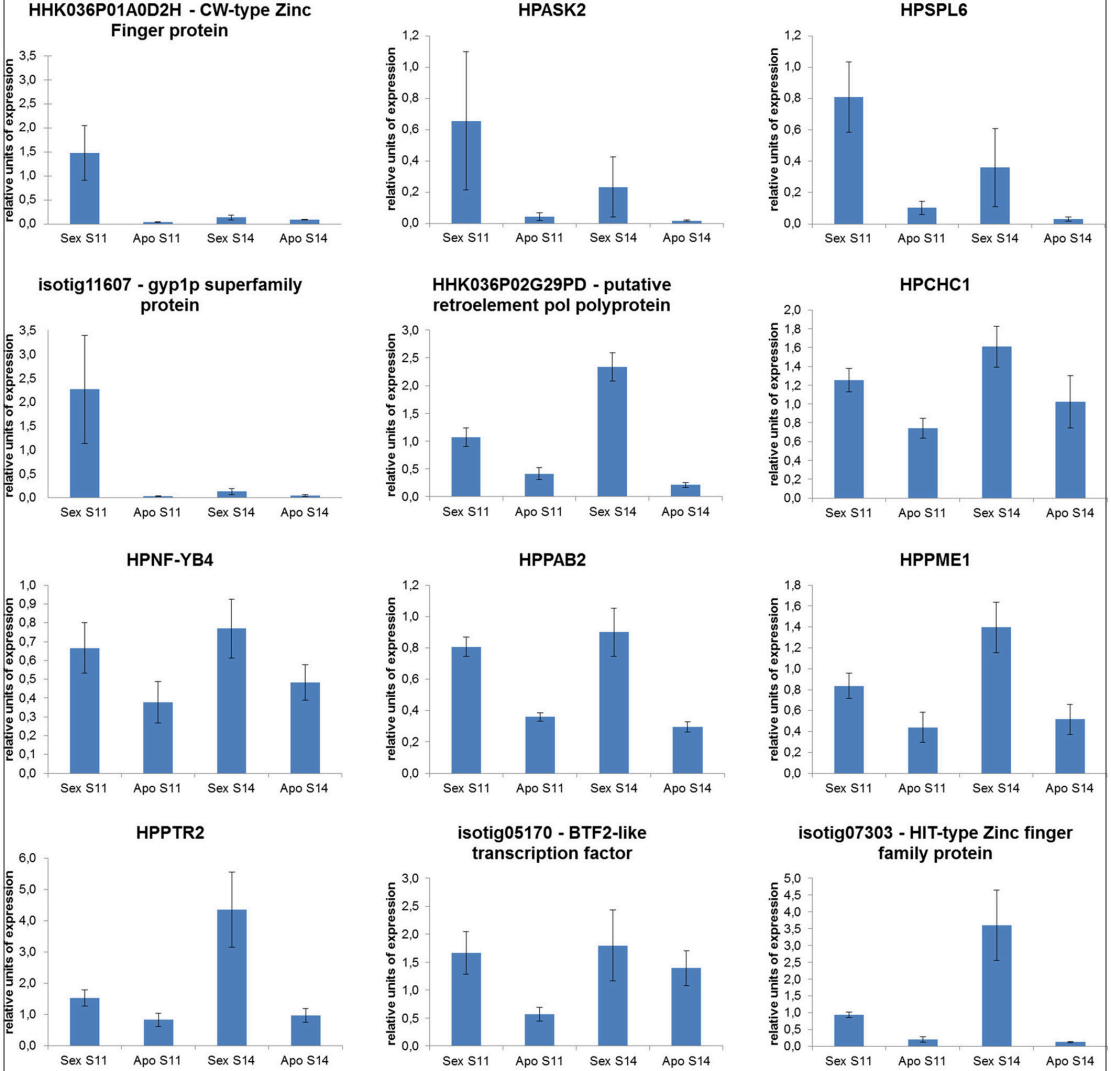
**Quantitative Real-Time PCR results for a number of ***H. perforatum*** genes included in the expression correlation sub-network potentially associated with the induction of the aposporous developmental programme**.

In contrast, the unigene HPBRI1 was down-regulated in aposporous pistils only in the terminal developmental stage (Figure S5). Finally, Real-Time RT-qPCR assays could not confirm the differential expression detected with the microarray analysis for the unigenes: HPALADIN (isotig13015), HPBAT1 (isotig18376), and HPCYC3B (HHKO36P02GL54X) (Figure S5 and Table S7).

## Discussion

### Expression analysis of sexual and apomictic *H. perforatum* genotypes reveals highly differentiated transcriptome signatures at early stages of pistil development

From the reproductive point of view, *H. perforatum* is an aposporous apomictic species whereby the alternative differentiation of a somatic cell gives rise to a functional embryo sac containing an unreduced egg cell. In principle, aposporous initial cells in apomictic plants are somatic cells belonging to the nucellus, which change their fate through the ability to mitotically divide and develop functional embryo sacs by mimicking sexual gametogenesis (Barcaccia et al., 2007; Galla et al., 2011). While the unreduced egg cell has the ability to undergo parthenogenesis, fertilization of the binucleated central cell of an aposporous embryo sac by a pollen nucleus is normally required for endosperm formation (Matzk et al., 2001). Expression analyses were performed on *Hypericum* pistils collected from genotypes exhibiting opposing reproductive forms at flower developmental stages spanning megasporogenesis and megagametogenesis. These developmental stages were selected to investigate expression changes associated with the transition from sporogenesis to gametogenesis in sexual pistils, concomitant to apomeiosis and development of aposporous initials in aposporous pistils.

Overall, considering the expression of all DEGs (Figure S1), apomictic samples were characterized by high variability in terms of the expression levels of multiple genes, leading to high differentiation of samples at both stages. Conversely, a principal component analysis revealed higher uniformity in sexual samples, whereby biological replicates clustered more closely together. Noticeably, restricting the analysis to unigenes which, based on their annotations, are potentially related to reproduction (Figure 1) allowed for a closer clustering of apomictic samples in correspondence of both developmental stages. High variability in overall gene expression observed for the aposporous pistils collected at stages corresponding to apomeiosis and development of the aposporous initials (Figure S1) might be reflective of the asynchronous development of these processes. The comparison between apomictic and sexual pistils at stage 14 underlined the relatively low number of genes that were significantly differentially expressed. Conversely, highly differentiated transcriptome signatures characterized sexual and apomictic pistils collected at flower stage 11. This flower developmental stage in apomictic genotypes encompasses the failure of the meiotic program and changes in cell fate required for the induction of aposporous embryo sac development. 

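The arrays of sexual and apomictic pistils did not overlap for 21.0% of the unigenes at stage 11 and 12.5% at stage 14, where 10% is due to chance. limma called 1 unigene at each stage, and with slide as a block 0 at stage 11 (5105 at an unadjusted p under 0.05 without the block) and 12 at stage 14. Log2 fold changes between the modes at the 2 stages, which share no array, correlated by 0.60 across 29629 unigenes and had the same sign in 72.3%. Most accessions are in both stages, so differences between accessions can enter this correlation, and the simulated value of 0 for no change leaves accessions out. The apomictic arrays also lay on later slides than the sexual arrays of their stage, so a drift over the slides can enter the correlation too. isotig16989 (AT5G43970) was higher in apomictic pistils across both stages, with a log2 fold change of 4.06 (standard error 0.43, adjusted p = 0.01 from limma with accession as a block), and MSH7 (isotig25839) was lower (−3.45, 0.42, 0.015). These were named after their values were seen, among 7 unigenes higher and 9 lower across both stages. With a slide block limma called 0 across both stages (4114 at an unadjusted p under 0.05 without the block). Without sexual stage 11 replicate C 0 passed, without its replicate A 8, and without sexual stage 14 replicates B and C 6 and 3.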

We are aware that the complexity of the analyzed tissue is such that multiple genes could be modulated in response to processes not directly connected to ovule and gamete development. Nevertheless, the switch from sexuality to aposporous apomixes, that is phenotypically characterized by dramatic changes in ovule and gamete development, was reflected in the modulation of the expression of 760 genes between sexual and aposporous samples. Remarkably, approximately 95% of genes modulated in this developmental stage were down-regulated in aposporous samples. This pervasive decrease in the expression of many genes could be reflective of a change in the rate or timing of development of some cell lines in the ovule relative to others (Galla et al., 2011). 

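Of the unigenes that limma called between the modes at stage 11 from the authors' value table, 475 were lower in apomictic pistils. From the arrays' own signals these 475 were lower in 99.4% against sexual replicates A and B alone, with a median log2 fold change of −1.77, and in 97.5% against replicate C alone (−2.23). Without sexual replicate C limma called 0 unigenes from the arrays' own signals. The 475 were picked on these same samples, so the shares restate that choice rather than test it. From the lower expression of many genes, the paper proposes a change in the rate or timing of development of some cell lines of the ovule relative to others.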

Temporal shifts in the expression of genes involved in the sexual developmental program have been already proposed in both diplosporous (Grimanelli et al., 2003) and aposporous (Galla et al., 2015) plant species. Interestingly, a global decrease in gene expression within the apomict compared to the sexual ovules during the early stages of development was also reported for the diplosporious *Boechera divaricarpa* (Sharbel et al., 2010). The extent to which de-regulation of genes required for sexual gametes formation is shared among aposporous and diplosporous species is currently not known. Nevertheless, this finding pinpoints an intriguing similarity in overall transcriptome changes occurring in concomitance with embryo sac development from somatic cells and unreduced functional megaspores, as observed in both aposporous and diplosporous species.

Ontological annotation of DEGs identified in each pairwise comparison led to the identification of several classes of annotation associated with flower development, the regulation of cell cycle progress and DNA metabolic processes. Along with these annotations, multiple terms were related to responses to biotic and abiotic stimuli and carbohydrate metabolic processes. Similarly, Schmidt et al. (2014) reported that microdissected aposporous initial cells of *Boechera gunnisoniana* were enriched for terms associated with carbohydrate transport, membrane lipid biosynthetic process and terms associated with the biosynthesis and transport of amino acids. Modulation of the genes involved in responses to biotic and abiotic stimuli as well as carbohydrate and lipid metabolisms in sexual vs. apomictic accessions was previously documented by Galla et al. (2015). Interestingly, although phenotypic changes associated with apomeiosis of the apospory-type are apparently restricted to a limited number of cells within the ovule, these highly localized developmental alterations are accompanied by the modulation of large transcriptome portions (Table 2), involving the sensing (i.e., response) of external (exogenous biotic or abiotic) and internal (i.e., endogenous) stimulus (Table 3) and the generation or catabolism of precursor metabolites and energy (Table 3). More recently, Klatt et al. (2016) observed that photoperiod extension, which could be regarded as a moderate abiotic stress, has a significant effect on the rate of megasporogenesis in the facultative aposporous apomictic *Ranunculus*. Future researches will be aimed at understanding if the failure of the meiotic program, the lack of a functional megaspore and/or the induction of apospory are sensed by the sporophytic cells embracing the gametophyte as internal stimuli, which in turn could directly or indirectly elicits wide transcriptional changes in the ovule.

### Induction of apospory is concomitant with the differential expression of key genes involved in the sexual reproductive pathway and RNA-directed DNA methylation

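Of 38 tested unigenes of a list of meiosis genes, 6 fell in apomictic pistils from stage 11 to stage 14 and 0 rose (12 lower when adjusted over the list alone). JASON (isotig24598) fell by a log2 fold change of 2.47 (standard error 0.44, adjusted p = 0.022 from limma) and HEI10 (isotig29514) by 2.23 (0.38, 0.02). BRCA2(IV) (F6Z56EY01B3OK6) fell by 2.15, ASY3 (isotig24015) by 2.09, and SGO2 by 1.96 (isotig27825) and 1.92 (isotig30524). In sexual pistils 30 of the 38 had a lower mean at stage 14, limma called 0 (11 at an unadjusted p under 0.05, 3 lower when adjusted over the list alone), and JASON had −1.05. Between the modes at stage 11 limma called 0 of the 38 (8 at an unadjusted p under 0.05, 5 lower when adjusted over the list alone), with a median of 0.12. Of 26 tested unigenes of a list of ovule and gametophyte genes, 5 fell in apomictic pistils and 0 rose (7 lower and 1 higher when adjusted over the list alone). With accession as a block 1 of the 26 fell in sexual pistils, and 1 was lower in apomictic than in sexual pistils at stage 11. Both lists were matched through the paper's tables, part of them chosen on these samples, so they are not independent evidence. With slide as a block JASON passed (−3.13, adjusted p = 0.045 from limma) and HEI10 did not (−2.72, 0.053), and 0 of the 38 passed without apomictic stage 11 replicate B or C or stage 14 replicate B or C.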

Multiple genes involved in female sporogenesis were significantly modulated throughout pistil development. 

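In sexual pistils the unigenes of HPANT had stage changes of −2.88 (isotig29719; standard error 0.60, adjusted p = 0.28 from limma) and −2.87 (isotig28792; 0.65, 0.28), beside that given for isotig30544. For isotig29719 the difference from the apomictic stage change was −1.65 (0.84), with an adjusted p of 1 from limma. The kinesin (AT2G36200) had −1.49 in sexual and −3.07 in apomictic pistils in isotig11901 (0.40, 0.28 and 0.015), and −1.38 in sexual pistils in isotig11902 (0.47, 0.29). HPRAD54 (isotig26590) had −0.65 in sexual pistils (0.69, 0.71). None passed in sexual pistils, and with slide as a block isotig11901 had −2.13 there (0.39). With accession as a block its adjusted p in sexual pistils was 0.086. In apomictic pistils isotig11901 passed with slide as a block (−3.06, 0.038) and without replicate A of either stage, and not without replicate B or C (adjusted p up to 0.084).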

Strikingly, the vast majority of sporogenesis-related DEGs were modulated in aposporous pistils during their development (cluster C4) and compared to their sexual counterparts (cluster C6) while only HPANT, the putative bipolar kinesin KRP-130 and HPRAD54 were down-regulated in sexual pistils (cluster C2).

To explain this finding, several scenarios can be taken into account. While it is possible that some genes not included in the array are involved in sporogenesis and gametogenesis, the present design of the array includes over 2500 unigenes that, based on their annotation, were predicted to be involved in ovule development and gamete formation (Galla et al., 2015). Otherwise, we could hypothesize a relatively low level of synchronism in sporogenesis progression alongside the proximal-distal axis of the pistil (Galla et al., 2011), leading to high variability within and among biological replicates and a concomitant decrease in our statistical power to detect significantly modulated genes. Interestingly, this hypothesis would imply that once established, transcriptional changes linked to the early events of aposporous apomixis (i.e., apomeiosis and differentiation of the aposporous initial) might be within view for a relatively long time.

Interestingly, the analysis of ontological terms significantly overrepresented in the cluster of genes down regulated in aposporous pistils at stage 14 (clusters C3 and C4) underlined a significant enrichment of terms associated with DNA binding and DNA-methyltransferase activity, which was not observed in sexual pistils collected at comparable developmental stages. 

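Of 19 tested unigenes of a list of DNA methylation and RNA-directed DNA methylation genes, 5 fell in apomictic pistils between stages and 0 rose (6 lower and 1 higher when adjusted over the list alone). They are the unigenes of MET1, CMT3 and MEE57. After quantile normalization 2 were called, and with 1 apomictic array left out 2 (stage 11 replicate A), 3 (stage 14 replicate A) or 0 (any other). In sexual pistils limma called 0 of the 19 (5 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone). limma also called 0 for the difference between the stage changes (2 at an unadjusted p under 0.05), including when adjusted over the list alone. Of the 19, 16 had a lower mean in apomictic and 10 in sexual stage 14 pistils, with medians of −0.34 and −0.11. The list was matched through the paper's tables, part of them chosen on these samples, and is not independent evidence.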

Recently, Garcia-Aguilar et al. (2010) reported that the DNA methylation pathway active during reproduction is essential for gametophyte development in maize and likely plays a critical role in the differentiation between apomictic and sexual reproduction. In the same study, the authors observed that loss-of-function mutants for two genes involved in the maintenance of DNA-methylation status result in phenotypes that are strikingly reminiscent of apomictic development, suggesting that, in addition to a crucial role in gametophyte development, DNA methylation in the maize ovule might regulate the transcriptional expression of genes involved in the differentiation between apomixis and sexual reproduction (Garcia-Aguilar et al., 2010). Similarly, a study examining the distribution of cytosine methylation at the apomixis locus in two aposporous *Paspalum* species revealed that artificial demethylation induced a significant depression of parthenogenesis, suggesting that factors controlling the repression of parthenogenesis might be inactivated in apomictic *Paspalum* by DNA methylation (Podio et al., 2014). In this frame, it is worth noting that the two genes involved in the maintenance of DNA methylation at CpG and non-CpG sites: MEE57 (Borges and Martienssen, 2013) and CMT3 (Henikoff and Comai, 1998), decreased their expression throughout pistil development in aposporous but not in sexual samples. It is worth noting that CMT3 is a key determinant for CpNpG methylation in *A. thaliana* (Lindroth et al., 2001) and its expression is critical for the maintenance of methylation at transposon-related sequences (Kato et al., 2003). Furthermore, its expression is also required for H3K9 dimethylation in the egg cell and for normal embryogenesis during the first few divisions of the zygote (Pillot et al., 2010). 

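CMT3 fell in apomictic pistils from a normalized log2 signal of 2.91 ± 0.08 at stage 11 to −0.49 ± 0.89 at stage 14 in isotig04968 (SD, n = 3; log2 fold change −3.41, standard error 0.51, adjusted p = 0.016 from limma). In sexual pistils it went from 2.27 ± 0.39 to 0.71 ± 0.88 (−1.56, 0.51, 0.29). isotig24855 had −3.07 (0.67, 0.047) in apomictic and −1.40 (0.67, 0.39) in sexual pistils. MEE57 (HHKO36P01A4PQS) fell at least 3.9-fold in apomictic pistils (−2.07 ± 0.24 to −5.31 ± 0.38, adjusted p = 0.015 from limma), and had −1.89 in sexual pistils (0.40, 0.28). The sexual arrays of the 2 stages share accessions. With accession as a block the adjusted p from limma in sexual pistils was 0.096 for isotig04968, 0.16 for isotig24855 and 0.076 for MEE57. The stage changes of the modes differed by −1.85 (0.72) for isotig04968 and −1.67 (0.95) for isotig24855, each with an adjusted p of 1 from limma. When slide was a block isotig04968 had −3.45 in apomictic pistils (adjusted p = 0.067 from limma) and −2.23 in sexual pistils (0.50), and MEE57 passed in apomictic pistils (0.047). isotig04968 passed in 2 of the 6 fits that left out 1 apomictic array, those without replicate A of either stage, and isotig24855, which did not pass with slide as a block (−2.79, 0.19) or after quantile normalization (0.086), in 1.

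**Figure D3:**
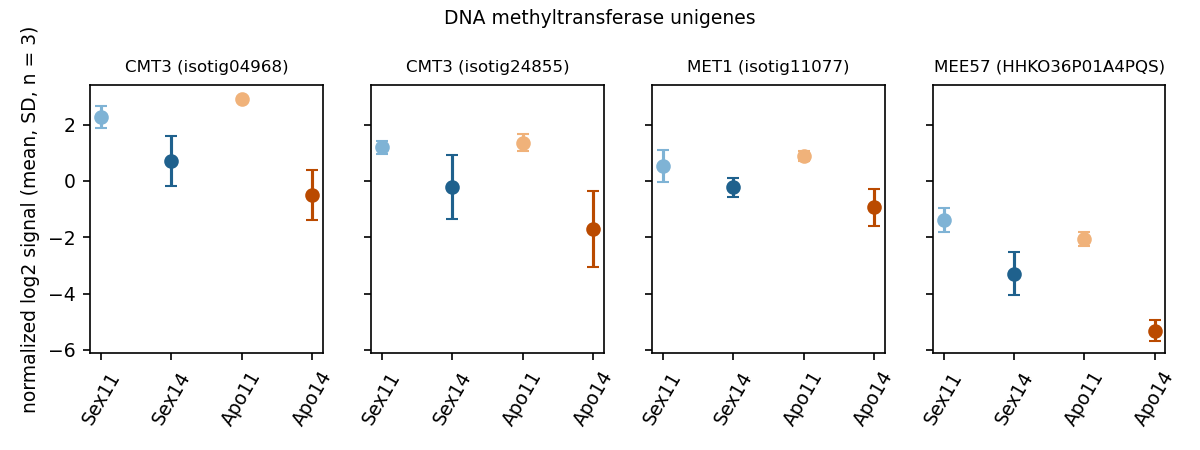
Normalized log2 signal (vertical axis, mean and SD of 3 arrays) of unigenes of CMT3, MET1 and MEE57 in sexual (Sex) and apomictic (Apo) pistils at stages 11 and 14. CMT3 (isotig04968) goes from 2.91 to −0.49 in apomictic and from 2.27 to 0.71 in sexual pistils.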

Intriguingly, CMT3 is also involved in the RNA directed DNA methylation pathway in Arabidopsis (Kawashima and Berger, 2014), suggesting that differentiation of the aposporous initial might be somehow related to miss regulation of the RNA-directed DNA methylation (RdDM) pathway or improper spatial/temporal expression of its components. Further experimental evidence that RNA directed DNA-methylation changes might be critical for the switch from sexual to aposporous developmental pathways derives from the finding that an apospory-like phenotype is associated with *argonaute 9* (*ago9*) mutants in *Arabidopsis thaliana* (Olmedo-Monfil et al., 2010). AGO9 preferentially interacts with 24-nucleotide small interfering RNAs (siRNA) derived from transposable elements to direct homolog-based RNA-directed DNA methylation (RdDM). Moreover, mutations in SUPPRESSOR OF GENE SILENCING3 (SGS3) and RNA-DEPENDENT RNA POLYMERASE6 (RDR6), two genes required for siRNA biogenesis, also lead to a defect identical to that in ago9 mutants (Olmedo-Monfil et al., 2010). In a previous study, we demonstrated that the expression of HPAGO9 is significantly reduced in aposporous pistils at floral stage 11, while the expression of HPSGS3 and HPRDR6 has no or little variation between sexual and aposporous pistils (Galla et al., 2015). These findings were confirmed by the present expression analysis. Additionally, our microarray data and Real-Time qPCR assays indicated that the unigene isotig06679, which encodes for an orthologue of *Arabidopsis* INVOLVED IN *DE NOVO* 2 (IDN2), a double-stranded RNA-binding protein involved in *de novo* methylation and small interfering RNA (siRNA)-mediated maintenance of methylation (Finke et al., 2012), was significantly down-regulated in aposporous pistils at stage 11 compared to sexual pistils (FC: −10.42). 

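HPRDR6 (isotig21033) had a normalized log2 signal of −0.09 ± 0.14 in apomictic and −0.16 ± 0.41 in sexual pistils at stage 11 (SD, n = 3), a log2 fold change of 0.07 (standard error 0.28, adjusted p = 0.91 from limma). In a fit by slide it was 0, and over the 6 fits that left out 1 array it went from −0.17 to 0.21. AGO9 and SGS3 could not be matched to a unigene in the tables at hand.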

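HPIDN2 (isotig06679) was lower in apomictic than in sexual pistils at both stages, with a normalized log2 signal of −0.50 ± 0.58 against 1.80 ± 0.36 at stage 11 and −1.21 ± 0.53 against 1.87 ± 0.38 at stage 14 (SD, n = 3). The log2 fold changes were −2.29 (standard error 0.40, adjusted p = 0.076 from limma) and −3.08 (0.40, 0.085). Across both stages it passed (−2.68, 0.32, 0.015 with accession as a block), but limma called 0 unigenes across both stages with slide as a block, and 0 without sexual stage 11 replicate C (4114 at an unadjusted p under 0.05 with all arrays and no slide block). Its 2 probes disagreed: probe 1 had −5.14 at stage 11 and −6.03 at stage 14, and probe 2 had 0.55 and −0.13. The paper's quantitative PCR, on other plants, gives a reduction at stage 11 and no significant difference at stage 14. Taking slide as a block the log2 fold changes were −3.16 and −4.04, and neither passed.

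**Figure D4:**
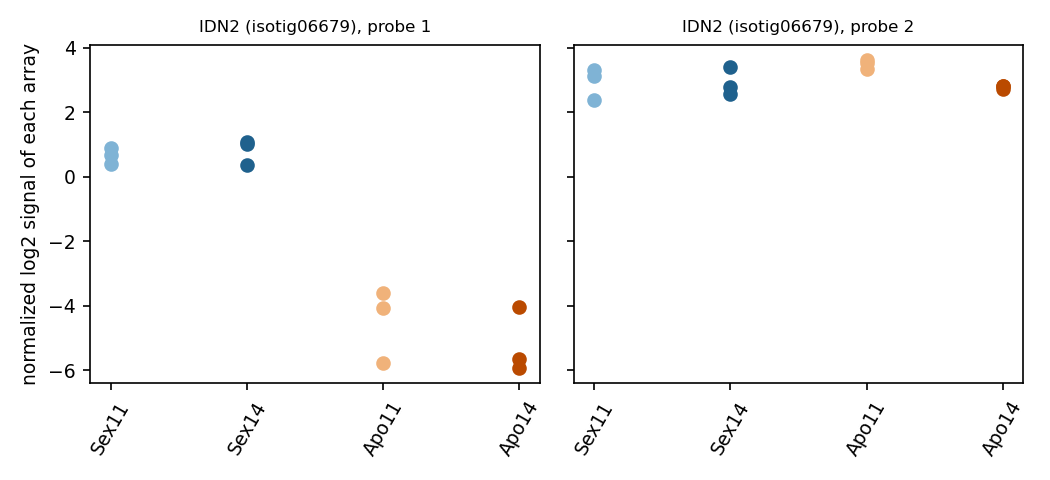
Normalized log2 signal (vertical axis) of the 2 probes of IDN2 (isotig06679) on each array, grouped by mode and stage (horizontal axis, n = 3 each). Probe 1 lies between 0.36 and 1.07 on the sexual and between −5.93 and −3.59 on the apomictic arrays, and probe 2 between 2.38 and 3.62 on all.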

Previously, Zhu et al. (2013) demonstrated that IDN2 binds to Pol V-produced noncoding RNAs and physically interacts with MORC family proteins and SWI3B, a subunit of the SWI/SNF chromatin-remodeling complex, thus contributing to noncoding RNA-mediated transcriptional silencing. Noteworthy, our microarray and Real-Time qPCR assays showed that the unigene HHKO36P01A0D2H, sharing high similarity with a MORC-like CW-type Zinc finger protein, is significantly down regulated in aposporous pistils at both floral developmental stages. Additionally, the expression of the unigene isotig25064, which is predicted to encode a SWI/SNF ASSOCIATED PROTEINS 73 (HPCHC1), was also found to be reduced in aposporous pistils (Table 6, Figure 4). 

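The MORC-like unigene HHKO36P01A0D2H had a log2 fold change of −0.81 between apomictic and sexual pistils at stage 11 (standard error 0.76, adjusted p = 0.59 from limma), with −0.38 and −3.70 in its 2 probes. The value of the unigene is not the mean of its probes' values, because outlier spots were left out. It was above background on 1 of 3 apomictic stage 11 arrays. At stage 14 it had −0.21 (adjusted p = 1 from limma) and was not above background on any sexual array. Its stage 14 value changed sign without some arrays, up to 0.36, and its stage 11 value stayed between −1.48 and −0.40. In sexual pistils it was at least 1.3-fold lower at stage 14 than at stage 11 (adjusted p = 0.46 from limma).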

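HPCHC1 (isotig25064) was well above background on 1 of the 12 arrays, of sexual stage 11, with either of its 2 probes, so it was not tested. Its normalized log2 signal was −4.69, −4.56 and −3.30 on the sexual and −4.37, −5.58 and −6.12 on the apomictic stage 11 arrays. It had 0 edges among the unigenes of Table 6.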

The two unigenes: isotig25064 and HHKO36P01A0D2H were both included in the expression correlation sub-network (Table 6, Figures 3, 5) whose modulation in aposporous pistils is concomitant with apomeiosis and aposporous initial induction and development. Interestingly, Jégu et al. (2015) demonstrated that CHC1 controls cytokinin biosynthesis and cell cycle progression in the Arabidopsis root, by directly modulating the deposition of H3K27 and H3K4me3 histone marks as well as RNA Pol II occupancy at the IPT3 and IPT7 loci. Whether the same actors regulate the expression of HPIDN2 (unigene: isotig06679), the MORC-like CW-type Zinc finger protein (unigene: HHKO36P01A0D2H) and HPCHC1 (isotig25064) and what is nature of these regulators is currently elusive. Nevertheless, the finding that expression of HPCHC1 and the MORC-like CW-type Zinc finger protein is highly correlated with that of several transcription and cell cycle regulators (Table 6, Figure 4) might lead us to speculate that possible regulators or targets of the RdDM machinery in aposporous pistils could be included among these co-expressed genes.

**Figure 5:**
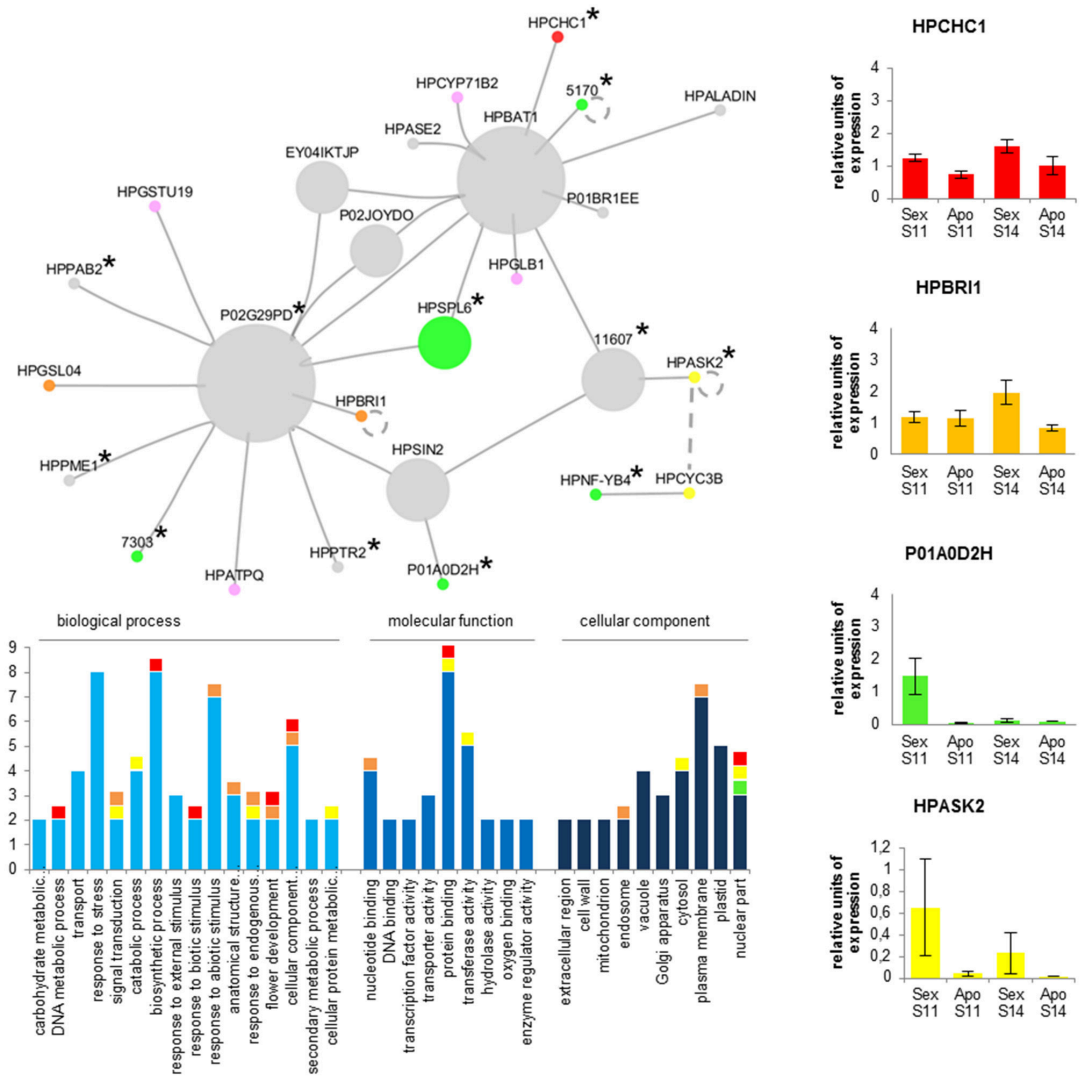
**(A)** Cytoscape visualization of the expression correlation sub-network generated by filtering all DEGs as: [(C1 OR C2) AND (C5 OR C6)]. Nodes size is proportional to number of connections. Green nodes, transcription factors; yellow nodes, cell cycle regulators; red node, chromatin remodeling factor; orange nodes, reproductive-related unigenes; pink nodes, stress related proteins; gray nodes, other annotations. Continuous lines indicate edges identified in the expression correlation network while dotted lines indicate known physical interactions between the *A. thaliana* orthologues. Unigenes whose expression has been validated by Real-Time qPCR are indicated with the asterisk (^*^). **(B)** Quantitative Real-Time PCR results for the unigenes included in the expression correlation network: HPCHC1, HPBRI1, P01A0D2H, and HPASK2. **(C)** Ontological annotation of unigenes included in the expression correlation network. Annotations of the unigenes whose expression is reported on **(B)** are indicated with colored squares. Red, HPCHC1; orange, HPBRI1; green, P01A0D2H; yellow, HPASK2.

### Unigenes involved in homeostasis, signalling and response to hormones are differentially expressed in aposporous pistils

Cytokinins and auxins are classes of plant hormones with a broad range of functions in regulating plant growth and development as well as physiological processes (Werner and Schmülling, 2009; Kieber and Schaller, 2014). It is known that activity of the two hormones in promoting stem cell maintenance or cell differentiation is defined based on the specific environmental context (Bencivenga et al., 2012). Key components of cytokinin biosynthesis and response modulators are expressed during ovule development (Bencivenga et al., 2012). Overall, the ontological term “cytokinin catabolic process” was found to be significantly enriched in *B. gunnisoniana* aposporous initial cells compared to the cell types comprising the mature gametophyte (Schmidt et al., 2014). 

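Of 19 tested unigenes of a list of cytokinin genes, limma called 0 between the modes at stage 11, with 9 at an unadjusted p under 0.05 (3 lower when adjusted over the list alone). The 3 were unigenes of HPAMP1, with log2 fold changes of −1.99 (HHKO36P01AWLS2) and −1.86 (HHKO36P02H2VAC), and isotig30471 at least 2.0-fold lower (adjusted p of 0.13, 0.14 and 0.13 from limma over all unigenes). CKI1 (HHKO36P01CAEB8) had −2.33 (standard error 0.82, adjusted p = 0.20 from limma). Of the 19, 8 had a lower and 11 a higher mean in apomictic pistils, with a median of 0.36. HHKO36P01AWLS2 and isotig30471 are in Table 5, which the study chose on these samples, so the list is not independent evidence. In sexual and apomictic pistils between stages, limma called 0 of the 19 (6 at an unadjusted p under 0.05 in each), and 0 when adjusted over the list alone. With accession as a block 1 of the 19 rose in apomictic pistils, isotig22848 (1.84, adjusted p = 0.047 from limma).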

The expression data collected in sexual and aposporous pistils indicates that several genes involved in the biosynthesis and perception of cytokinin stimuli are down-regulated in aposporous pistils. Among these genes, IPT2, a tRNA isopentenyl transferase whose mis-expression has been associated with meiotic defects in *Arabidopsis*, was down regulated in aposporous pistils. This finding is coherent with the observed reduction in the expression of HPCHC1 (FC: −2.27), which is known to control cytokinin biosynthesis by regulating the expression of several IPT genes.

Interestingly, among genes responsive to cytokine stimuli, the receptors and/or signal transducer ACR4 (Hsieh and Goodman, 2002) was down regulated (FC: −2.27) in aposporous pistils at stage 11. It has long been known that an abundance of the ACR4 transcript is increased in response to cytokinin (Hsieh and Goodman, 2002). It is worth noting that the expression of the homeodomain transcription factor BEL1, one of the major players in chalaza development, which is modulated in response to cytokinin levels in *Arabidopsis* (Bencivenga et al., 2012), was increased in *Hypericum* aposporous pistils at developmental stages spanning late gametogenesis by a fold change of 1.88.

As cytokinin was proposed to be involved in ovule development by modulating auxin fluxes through the control of PIN1 expression, we were also interested in the expression patterns of genes involved in auxin biosynthesis, homeostasis and responses. Among the auxin efflux carriers involved in ovule intercellular auxin gradients and maxima, such as PIN1, no significant changes in expression were observed in sexual and/or aposporous pistils. The same was true for the unigenes encoding HPPIN3 and HPPIN5. Instead, Real-Time qPCR assays revealed that the endoplasmic reticulum-localized HPPIN8 is up regulated in aposporous pistils at flower stage 11 and 14. Following the publications of Ding et al. (2012) and Dal Bosco et al. (2012), we have indications that PIN8 is involved in the regulation of intracellular auxin homeostasis and affects auxin-regulated gene transcription by either preventing access of auxin to the nucleus or altering the biologically active auxin pool within the nucleus.

Taken together, the present data indicate that modulation in the expression of genes involved in cellular auxin homeostasis, either by intracellular transport or hydrolysis of IAA-conjugates, is concomitant with aposporous gametophyte development. The finding that sexual gametophyte development is not associated with modulation of the same genes might lead to speculate a possible role for these proteins in modulating IAA cellular levels in ovules undergoing the aposporous developmental program. Accordingly, several genes regulated by auxin, some of which are known to be involved in meiosis and/or gametogenesis, were differentially expressed in our samples. Among these genes, the expression of ARF2, ARF7, a SAUR-like auxin-responsive family protein (homologous to AT5G20820), TRN2, the RNA polymerase II C-terminal domain phosphatase-like 2 (CPL2) and the SKP1-like protein 1B (ASK2) was significantly lower in the aposporous than the sexual pistils. Conversely, the auxin-responsive protein IAA4 and the SAUR-like auxin-responsive protein SAUR20 were up regulated in aposporous pistils (stage 14 vs. stage 11).

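CPL2 (HHKO36P01B6PR4) was lower in apomictic than in sexual pistils at stage 11 by a log2 fold change of −2.21, below the threshold (standard error 0.42, adjusted p = 0.085 from limma), and −1.10 with slide as a block. HPARF7 (isotig02453) had −1.38 (0.33, 0.11), with −2.44 and −0.12 in its 2 probes. The unigene's value is not their mean, because outlier spots were left out. The SAUR-like isotig15559 (AT5G20820) had −0.35 (0.36, 0.63), with −1.39 and 0.69 in its probes and 0.75 with slide as a block. HPASK2 (isotig32883) had a probe well above background on each of the 3 sexual stage 11 arrays but no single probe on all 3, so it was not tested.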

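IAA4 (isotig13218) rose from 0.88 ± 0.73 at stage 11 to 3.47 ± 0.23 at stage 14 in apomictic pistils (normalized log2 signal, SD, n = 3; log2 fold change 2.59, standard error 0.55, adjusted p = 0.042 from limma). In sexual pistils its change was 1.85 (0.28), and the difference between the modes was 0.74 (0.78, adjusted p = 1 from limma). With a slide block it passed in apomictic pistils (3.33, 0.044), and it passed in 1 of the 6 fits that left out 1 apomictic array, with adjusted p from 0.033 to 0.17. SAUR20 (isotig01915) had 1.89 (0.99, 0.53).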

## Concluding remarks

Expression analyses were aimed at investigating expression changes associated with the transition from sporogenesis to gametogenesis in sexual pistils, concomitant with apomeiosis and development of aposporous initials in aposporous pistils. Data collected are coherent with the asynchronous or heterochronic expression of multiple genes in aposporous pistils, a phenomenon which, for the most part, could be restricted to the stage corresponding to apomeiosis and development of the aposporous initials. Ontological annotation of DEGs led to the identification of several classes of annotation associated with the regulation of cell cycle and DNA metabolic processes along with multiple terms related to responses to biotic and abiotic stimuli (Table 3, Figure 5). The three genes involved in the RdDM pathway: HPCHC1, IND2, and CMT3 along with a MORC-like protein likely involved in the same biological process, were significantly down regulated in aposporous pistils. This finding provides further evidences supporting the already proposed idea that phenotypic expression of apomixis is dependent upon the chromatin state in sporophytic cells embracing the gametophyte (Garcia-Aguilar et al., 2010). Furthermore, the annotation of unigenes included in the expression correlation network reported in Figure 5 provides evidences for a possible link between genes involved in the RdDM pathway (i.e., HPCHC1), stress responses and flower development. Remarkably, a number of genes involved in hormones perception and homeostasis, including cytokinin, auxin, and brassinosterois, were differentially expressed in aposporous pistils. The connection between hormones and the switch from the sexual to the aposporous developmental programs is further strengthened by the finding that cytokinin biosynthesis in Arabidopsis is regulated by the activity of CHC1 (Jégu et al., 2015). These findings provide new evidences in support of the idea that chromatin state in sporophytic cells embracing the gametophyte might influence the cellular levels of plant hormones and ultimately, based on the specific environmental context, modulate the expression of a wide range of genes, including reproductive and cell fate related genes, in response to internal or external stimuli.

## Author contributions

GB and GG conceived the study. SZ and LAV performed the Array design, cDNA synthesis and hybridization. GG carried out the computational analysis, validated the expression data and drafted the manuscript. LAL helped to annotate the *Hypericum* unigenes. All authors helped to draft the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

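Gene expression was measured in RNA from whole pistils of Hypericum perforatum, on 12 single-colour Agilent arrays with 3 arrays for each of 4 groups, sexual and apomictic plants at floral stages 11 and 14. Each array carried 110609 probes for 55311 unigenes, and 55298 unigenes had 2 probes.

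The deposited intensity values come from Agilent Feature Extraction, with which the authors made a background-subtracted processed signal and the median signal of each spot (version 10.5.1.1 per the file headers, 10.5 per the submitters' notes, and another version per the paper). The authors also deposited a table of signal values normalized on the 75th percentile. In 11 of its columns the values equal the array's own median spot signal scaled to a common 75th percentile of 1075.9, and the column for sexual stage 11 replicate C equals the mean of the scaled signals of the 3 sexual stage 11 arrays. The flags of the extraction software (well above background, saturated, outlier) were used as deposited.

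From the files, the processed signal of each probe was put on the log2 scale relative to the 75th percentile of its array, 5567 outlier values were left out, and the values of a unigene's probes were averaged. Where a probe's value was left out on an array, the other probe's deviation from its own mean stood in. No spot was saturated, and no 2 arrays were identical. Unigenes were tested if a probe was well above background on all 3 arrays of at least 1 group, which 29638 met. A linear model over the 4 groups was fitted with limma 3.58.1 in R 4.3.3 with moderated variances (prior degrees of freedom 3.1). It gave the stage change in sexual and in apomictic pistils, the difference between modes at each stage, the difference between the stage changes, and the difference between modes across both stages, the last with plant accession as a block (correlation 0.38). A unigene was called at a Benjamini-Hochberg adjusted p under 0.05. The median standard error of a log2 fold change was 0.45, 0.64 for the difference between stage changes and 0.37 across both stages. Where the lower group was not well above background on any array, a lower bound of the fold is given where there is one, from the fit without a slide block. The methods' t-test was also run, with an unadjusted p under 0.01 and a fold change of at least 2.

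Sexual replicates with the same letter came from the same accession at both stages, and so did apomictic replicates A and B. Residuals of such arrays correlated by 0.38, 0.46 and 0.33 in the sexual and by 0.57 and 0.44 in the apomictic accessions, and by 0.21 for apomictic replicates C, which came from different accessions. With the replicate letter as a replicate block, 542 unigenes were called in the apomictic stage comparison, and 256 across both stages.

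Principal components were computed on linear normalized signals, centred and not scaled. A distance between arrays is the mean absolute difference per unigene. Co-expression edges are pairs with a Pearson correlation of at least 0.98 in size over the 12 arrays. Data handling and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and data.table 1.17.8 in R.

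The comparisons, the alternatives and the rule for naming genes were written before the data were examined, although the fold changes in the paper's tables had been seen. The rule names, per comparison, each unigene that the paper's sentence is about, the 10 called unigenes with the largest rise and the 10 with the largest fall among those with an Arabidopsis match, both probes in the same direction and no overlap between the groups' arrays, with at most 2 unmatched unigenes in each direction, and the 4 members of each gene list with the smallest p. The lists cover DNA methylation and RNA-directed DNA methylation, meiosis, replication and cell cycle, ovule and gametophyte, auxin transport and response, cytokinin, pollen, tapetum and anther, photosynthesis, and heat, wound and stress genes, by Arabidopsis locus. Of 2403 unigenes on the array with a locus in the paper's tables, 1582 were tested. Those tables hold only part of the authors' annotation, so no test of overlap with gene sets was made. Some of them hold unigenes that the study chose on these samples, so counts over the lists are not independent evidence of a direction.

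The model was tested on simulated data of the apomictic stage comparison with 200 changed of 29629 unigenes. The simulated arrays were independent, with no correlation of accessions, no slide effect and no array that stands apart. Under these settings the model recovered 0 of 52 unigenes changed 2-fold, 44% of 75 changed 4-fold and 67.1% of 73 changed 8-fold, with 2 false calls. These shares do not cover the accessions, slides and outlying array of the real data.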

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

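The test of the apomictic stage change within a slide, the probe tests of signals near background and of transcript forms that go with reproductive mode, and the splits of the arrays for the apomictic stage change, for each stage and across both stages were written before their results were seen. The remaining tests of this part were chosen after the result was seen, among them slide as a block, the probe tests of the slides and of the accessions, the splits for the sexual stage change and for the difference between the stage changes, and the splits that keep accessions together.

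Across both stages, which the paper does not compare as such, 16 unigenes differed between apomictic and sexual pistils by limma with accession as a block, 7 higher and 9 lower. MSH7 (isotig25839), PIEZO (isotig06122, log2 fold change −3.01, standard error 0.39, adjusted p = 0.022 from limma) and HPIDN2 were lower, and isotig16989 and isotig05182 (AT3G62310, 5.82, 0.86, 0.048) were higher, all named after their values were seen. Of 100 splits of the arrays, 2 gave a count as large as 16, with 24 as the highest other. Of the 10 splits that keep both arrays of each sexual accession and each apomictic letter together, 3 were as large, and the highest other was 42. A split that calls more unigenes than the modes points to structure by accession, so differences between these accessions that have nothing to do with reproductive mode stay open for the 16 unigenes. With slide as a block limma called 0 of them (4114 at an unadjusted p under 0.05 without the block), and 0 without sexual stage 11 replicate C, 8 without its replicate A, and 6 and 3 without sexual stage 14 replicates B and C.

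Sexual stage 11 replicate C had 86.6% of its probes well above background, against 37.5 to 53.0% on the other arrays. Its median processed signal was 720.4, against 32.9 to 86.5 on the other arrays, and its 75th percentile 2433.7, against 608.8 to 1160.4. The SD of its log2 deviations was 0.87. Without it the median SD of the other sexual stage 11 arrays was 0.25, with apomictic stage 11 replicate A left out as well. No label names a condition in which this array differs, so no biological explanation was tested.

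The 2 probes of a unigene differed by at least 4-fold in their change between the modes in 374 of 27510 unigenes, and in 113 in their change between stages. HPIDN2 is among the named genes whose probes part in this way. Signals near background are argued against as the whole source, since a probe that was never well above background was present in 10.4% of the 374 (1.8% of all unigenes). An effect of slide 2 alone is argued against as the whole source, since the probe differences between slides 2 and 1 at stage 11 and between slides 3 and 2 at stage 14 correlated by 0.33, where such an effect enters with opposite signs. Both use slide 2, and a drift over the slides in their order stays open. Transcript forms that go with reproductive mode as such are argued against as the general source, since splitting the 7 accessions by mode gave 8 unigenes with a complete separation of the probes, where another of the 35 splits gave 34 (1886US, 222EU and 3348EU against the others). In the paper's genealogy the others are the accessions of the same cross, so this split goes with pedigree. Over the splits other than by mode the median was 2, and 16, 16, 11 and 10 came next after 34. Forms that go with mode therefore stay open for single unigenes such as HPIDN2. The probe differences between modes correlated by 0.47 between the stages and those between stages by 0.13 between the modes, which is consistent with accessions that differ in the transcript sequence or form under a probe. This is a hypothesis from the same arrays, and no sequence was examined.

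The stage change of apomictic pistils (524 unigenes) was weighed against technical sources. The slide is argued against as the whole cause, because within slide 1, which holds no apomictic array, 99.2% of the 524 went the same way in sexual pistils, where stage 14 rests on replicate A alone. The high background of apomictic stage 11 replicate A is argued against, because without that array 795 unigenes were called, 440 of them among the 524. A change common to both modes is consistent with the share of 99.4% of the 524 that had the same sign in the sexual stage comparison, although it was not past the threshold there. With slide as a block, 21.6% of the 524 stayed called and all signs were kept. Over all 524 the median size went from 2.72 to 2.88, while the median standard error rose from 0.49 to 0.67. These medians also cover the calls that stayed, so they do not give the size of those that ended. Of the named calls that ended, TOPII (−2.64) and HPILL6 (3.61) were smaller with the block and MET1 (isotig11077, −2.01) was larger. The slide fit sets stage 14 against apomictic stage 11 replicate C alone. Since the groups' arrays did not overlap for any of the 524, the kept signs follow from the choice of unigenes. What part of the size comes from the slide cannot be told apart from stage, because slide and group overlap. Of 10 splits of the apomictic arrays 1 gave a count as large as 524, the real split, with 100 as the highest other, and 10 splits are too few for a share under 0.05. In the sexual stage comparison all 10 splits must give a count of at least the real 0, with 2 as the highest other, and at stage 11 and at stage 14, 2 of 10 splits each gave a count as large as the real 1, with 1 as the highest other, which is again too few splits. For the difference between the stage changes the real count is 0, so that all 100 of 100 splits must give at least as many (24 as the highest), and nothing about chance follows.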

How the results depend on the processing

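The alternatives that use the methods' t-test on the authors' value table, the own signals of sexual stage 11 replicate C in that table, a 75th percentile over detected probes or leave out 2 arrays together are tests chosen after the result was seen, and the other alternatives of this part were planned. The normexp correction was planned on mean spot signals, but the files hold median signals, so these were used. For each change below the cause was not tested, except where fewer arrays or another test is its construction.

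None of the named gene comparisons reversed its direction past the threshold under the alternatives for which it was refitted, which leave out the t-tests on linear values and on the authors' value table, and the fit that leaves out 2 arrays with accession as a block. The balance of higher and lower calls did turn for some counts, as in the apomictic stage comparison with slide as a block. In the sexual stage comparison limma called 0 (3968 at an unadjusted p under 0.05). The methods' t-test on log2 values called 164 (49 higher, 115 lower), on linear values 191 (75, 116), and 197 (65, 132) on the authors' value table. With unequal variances on that table it called 118 (35, 83), with the own signals of replicate C 103 (62, 41), and with both 55 (34, 21). limma called 2 from the value table and 18 with accession as a replicate block, all lower. Leaving out 1 array gave 0 to 100, with 1 without sexual stage 11 replicate B, 100 without stage 14 replicate A and 68 without stage 14 replicate B.

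In the apomictic stage comparison (524) the count was 276 on only the arrays compared, 874 (306, 568) by the methods' t-test on log2 values and 0 after its adjustment. The t-test on the value table gave 0 after adjustment and 312 (141, 171) with unequal variances, also with the own signals of replicate C. It was 0 with no filter on dim probes, 294 (47, 247) after quantile normalization, 1074 (392, 682) from the value table, 254 with each probe alone, 311 (185, 126) with slide as a block and 1038 (344, 694) with accession as a replicate block. Without apomictic stage 11 replicate B or C or stage 14 replicate B or C it was 0, without stage 14 replicate A 311 and without stage 11 replicate A 795 (314, 481). Without sexual stage 11 replicate C and apomictic stage 11 replicate A it was 971 (420, 551), and 2210 (1110, 1100) with accession as a block as well.

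At stage 11 (1 called, 5105 at an unadjusted p under 0.05) limma called 0 on only the arrays compared, with no filter on dim probes, with both probes well above background on all arrays, after normexp or quantile normalization, with each probe alone, and with slide, scan day or replicate letter as a block. It called 527 (52, 475) from the value table, 0 with the own signals of replicate C in it, and 12 (5, 7) with accession as a replicate block. The methods' t-test called 664 on log2 values (0 after adjustment), 507 (62, 445) on linear values, 755 (44, 711) on the value table (3 after adjustment, 1 higher and 2 lower) and 482 (18, 464) there with unequal variances. With the own signals of replicate C these were 285 (42, 243) and 170 (22, 148). Leaving out 1 array gave 0 (sexual replicate C, apomictic replicate A, B or C) to 3 (sexual replicate A), and leaving out sexual replicate C and apomictic replicate A gave 0, also with accession as a block.

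At stage 14 (1 called, 1398 at an unadjusted p under 0.05) limma called 0 on only the arrays compared, with both probes well above background, after normexp and with the own signals of replicate C in the value table. It called 2 from the value table, 12 (11, 1) with slide and 3 (0, 3) with scan day as a block. The methods' t-test called 215 (40, 175) on log2 values (0 after adjustment), 169 (37, 132) on linear values, 41 (20, 21) on the value table (0 after adjustment) and 20 (9, 11) there with unequal variances, with the same counts with the own signals of replicate C. Leaving out 1 array gave 0 (sexual replicate B) to 3 (sexual replicate A), and 2 without sexual or apomictic replicate C. For the difference between the stage changes (0, with 728 at an unadjusted p under 0.05) limma called 1 from the value table and 10 (8, 2) with slide as a block.

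Across both stages (16) the methods' t-test called 931 (245, 686) on log2 values, 28 (14, 14) after adjustment and 478 (175, 303) on linear values. limma called 3 with both probes well above background, 7 after quantile normalization, 3 with each probe alone, 0 with slide and 2 with scan day as a block, 222 (39, 183) with no replicate block and 256 (72, 184) with the letter as replicate block. It called 8 with the 75th percentile over detected probes and 3 without sexual stage 11 replicate C and apomictic stage 11 replicate A. Leaving out 1 array gave 0 (sexual stage 11 replicate C) to 15 (apomictic stage 11 replicate A), with 8 without sexual stage 11 replicate A and 6 and 3 without sexual stage 14 replicates B and C.

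The first 2 components of Table S4 held 93.4% of the variance, 77.7% on log2 values, 94.2% after quantile normalization, 92.7% on the unigenes called here, and 92.9% (without apomictic stage 14 replicate A) to 94.5% (without sexual stage 14 replicate B). For Table S3 this was 94.4%, 77.3% on log2 values, 92.7% on the unigenes called here, and 93.6% (without sexual stage 11 replicate A) to 95.5% (without apomictic stage 11 replicate B). The ratio of apomictic to sexual spread was 0.81 at stage 11 (0.57 without apomictic replicate A to 1.92 without sexual replicate C) and 0.89 at stage 14 (0.59 without apomictic to 1.13 without sexual replicate A). Part of each shift comes from taking the SD over fewer arrays.

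Table 6 had 4 edges, 0 on log2 values, 8 from the value table, 0 after quantile normalization, and 4 to 10 with 1 array left out (10 without apomictic stage 11 replicate A). Table S4 had 1712, 278 on log2 values, 3089 from the value table, 534 after quantile normalization, and 1849 (without apomictic stage 14 replicate A) to 3035 (without apomictic stage 11 replicate A). The sexual stage change had 29, 17 after quantile normalization, and 26 (without apomictic stage 14 replicate B) to 62 (without apomictic stage 11 replicate A). The apomictic stage change had 73, 130 on log2 values, 23 with each group's mean subtracted, and 71 (without apomictic stage 14 replicate B) to 124 (without sexual stage 14 replicate C).

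Summed over the stage comparisons and the comparisons of the modes at each stage, 38 members of the gene lists were called, all in the apomictic stage comparison, 110 when adjusted over the list alone, and 0 (without apomictic stage 11 replicate B or C or stage 14 replicate B or C) to 42 (without sexual stage 14 replicate A). limma called 0 unigenes shared between the sexual and apomictic stage changes, and the methods' t-test on log2 values 16, with 20 without sexual stage 14 replicate B and 1 without its replicate A by limma. Between the sexual stage change and stage 11 these counts were 0 and 23, with 1 without sexual stage 11 replicate B.

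Of the 46 called among 130 named gene comparisons, 29 stayed called on only the arrays compared, 41 by the methods' t-test on log2 values and 0 after its adjustment, 1 with no filter on dim probes, 22 with both probes well above background, 43 after normexp, 24 after quantile normalization, 45 from the value table, 26 with each probe alone, 16 with slide, 43 with scan day, 46 with accession and 39 with replicate letter as a block. The fewest stayed called without apomictic stage 11 replicate B or C (0). Signal over background limits the tests to 29638 of the 55311 unigenes, and the number of arrays limits precision.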

Differences from the paper's values

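The paper called unigenes by an unadjusted p and a fold threshold, and limma was used here with an adjusted p under 0.05, so the counts below differ in threshold as well. Each sentence names every alternative set before the data were examined that came within the limit of the paper's value, and the others run for that result did not. The limit for a count is 1.5 times the paper's value in either direction. For a fold change it is the larger SD between replicates of the compared groups on the log2 scale, so it is wide where replicates vary, and a value within it can still be far from the paper's (WRI1, with an SD of 1.53).

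For unigenes higher or lower between stages in sexual pistils the paper gives 33 and 53, against 0 and 0 here by limma. For unigenes higher, the methods' t-test on log2 values (49) and the fit without sexual stage 14 replicate B (48) came within the limit, and for unigenes lower no such alternative did. In apomictic pistils the paper gives 182 unigenes lower, against 419 here. Within the limit came the fit on only the arrays compared (192), quantile normalization (247), each probe alone (231), slide as a block (126) and the fit without apomictic stage 14 replicate A (273).

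At stage 11 the paper gives 36 unigenes higher and 724 unigenes lower in apomictic pistils, against 0 and 1 here by limma. The authors' value table came within the limit for the higher (52) and the methods' t-test on log2 values for the lower (591). At stage 14 the paper gives 18 unigenes higher and 14 unigenes lower, against 0 and 1 here, and no such alternative came within the limit.

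Other settings were chosen after seeing the values. The methods' t-test on the authors' value table gave 44 higher and 711 lower at stage 11 and 20 higher and 21 lower at stage 14. With unequal variances on that table it gave 35 higher in sexual pistils, 171 lower in apomictic pistils, and 9 higher and 11 lower at stage 14. With the own signals of sexual stage 11 replicate C in the table it gave 42 higher at stage 11, and with unequal variances as well 34 higher and 21 lower in sexual pistils, where with equal variances 41 were lower. Of the fold changes in the paper's tables that match a probe of the value table, 35 in sexual and 168 in apomictic pistils, 560 at stage 11 and 4 at stage 14, the test with unequal variances on that table drops 0. With the own signals of replicate C it drops those that do not pass, leaving 13 of 35 and 156 of 560. Of 23 named calls of the paper at stage 11 that limma did not call here, the methods' t-test on log2 values and limma on the authors' value table each called 11.

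The paper's components and its network come from all its differing unigenes, a set that Table S4 stands in for here and need not equal, and this alone can change the values. For the percent of variance on components 1 and 2 of the Table S4 unigenes, the paper gives 51.5 and the value here was 93.4, and no alternative came within the limit. For edges the paper gives 8367 in its overall network, against 1712 here among the 708 Table S4 unigenes, 29 among those of Table 6, against 4, and 247 for the apomictic stage change, against 73, with no alternative within the limit. For edges of the sexual stage change the paper gives 63, against 29 here, and the counts without sexual stage 11 replicate A (43), B (54) or C (43), without sexual stage 14 replicate A (61) and without apomictic stage 11 replicate A (62) came within the limit.

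For unigenes shared between the sexual and apomictic stage changes the paper gives 13, against 0 here by limma, and the methods' t-test on log2 values (16) came within the limit. For unigenes shared between the sexual stage change and stage 11 it gives 10, against 0 here, and no alternative did. Of the Table S3 unigenes changed in sexual pistils the paper gives 7, against 0 here. For Table S3 unigenes lower in apomictic pistils at either stage it gives 38 and for Table S3 unigenes higher 5, against 0 and 0 here, and no alternative came within the limit. Adjusted over the list alone, 22 were lower.

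Fold changes are negative where lower. Nearly all of the paper's fold changes match 1 probe of the authors' value table, while the values here average a unigene's 2 probes. Where outlier spots were left out, as for the MORC-like unigene and HPARF7, the value is not the plain mean of its probes' changes. Where the probes part, as for HPIDN2, the MORC-like unigene, HPARF7 and isotig15559, unlike measures are compared. Of 23 fold changes compared at stage 11, 6 differed, of 13 in sexual pistils 1, of 37 in apomictic pistils 9 and of 1 at stage 14 0, and all had the paper's sign. The fold change of isotig06679 (HPIDN2) was −10.42 in the paper and −4.89 here, and it came within the limit with slide as a block (−8.94), scan day as a block (−7.52). For the fold change of HHKO36P01A0D2H (MORC-like) the paper gives −5.061, against −1.75 here, and it came within the limit with the authors' value table (−2.64), each probe alone (−4.11), without sexual stage 11 replicate B (−2.79). In the paper the fold change of isotig05394 (HPARF2) was −2.174, against −4.59 here, and it came within the limit with normexp background correction (−2.11), quantile normalization (−2.79), the authors' value table (−2.81). For the fold change of isotig02453 (HPARF7) the paper gives −3.29, against −2.6 here, and it came within the limit without apomictic stage 11 replicate C (−2.79). The fold change of isotig15559 (AT5G20820) was −2.07 in the paper and −1.27 here, and it came within the limit with the authors' value table (−1.75). In the paper the fold change of HHKO36P02G1N94 (ATPQ) was −3.403, against −6.02 here, and it came within the limit with quantile normalization (−4.2), the authors' value table (−3.32). For the fold change of isotig26590 (HPRAD54) the paper gives −2.326, against −1.57 here, and it came within the limit with the authors' value table (−1.87), each probe alone (−1.74), without sexual stage 11 replicate B (−1.84), without sexual stage 14 replicate A (−1.8).

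The fold change of isotig22461 (HPARF3) was −2.047 in the paper and −1.72 here, and it came within the limit with quantile normalization (−1.82), the authors' value table (−1.77), slide as a block (−1.91), without apomictic stage 11 replicate A (−1.78), without apomictic stage 11 replicate B (−1.75), without apomictic stage 14 replicate A (−1.78), without apomictic stage 14 replicate C (−1.82). In the paper the fold change of isotig01915 (SAUR20) was 2.29, against 3.71 here, and it came within the limit with normexp background correction (2.45), the authors' value table (2.66), slide as a block (3.07), without apomictic stage 14 replicate A (3.07). In the paper the fold change of isotig31180 (TSO1) was −3.253, against −6.87 here, and it came within the limit with normexp background correction (−3.68), the authors' value table (−3.71). The fold change of isotig07074 (CDKB2;2) was −5.14 in the paper and −7.84 here, and it came within the limit with normexp background correction (−5.98), quantile normalization (−6.87), the authors' value table (−5.94), without apomictic stage 14 replicate C (−6.63). For the fold change of isotig31421 (WRI1) the paper gives 6.47, against 18.9 here, and it came within the limit with normexp background correction (6.06), quantile normalization (14.1), the authors' value table (7.06), accession as a block (16), without apomictic stage 11 replicate C (10.8), without apomictic stage 14 replicate A (18.6), without apomictic stage 14 replicate C (18.6). The fold change of isotig23509 (AT5G04390) was 36.31 in the paper and 76.1 here, and it came within the limit with the authors' value table (28.4), slide as a block (50.2). For the fold change of isotig27986 (AT1G26945) the paper gives 9.726, against 24.4 here, and it came within the limit with normexp background correction (9.85), quantile normalization (18.9), the authors' value table (11.1), accession as a block (22.5), without apomictic stage 11 replicate B (21.3), without apomictic stage 11 replicate C (17), without apomictic stage 14 replicate A (21.6). In the paper the fold change of isotig19695 was 4.713, against 8.17 here, and it came within the limit with normexp background correction (4.23), quantile normalization (6.87), the authors' value table (4.86), accession as a block (7.41), without apomictic stage 11 replicate C (6.28). The fold change of F6Z56EY01BVKMZ (FU) was −3.166 in the paper and −12.7 here, and it came within the limit with normexp background correction (−3.66), the authors' value table (−3.71).

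The paper states that the sexual samples of both stages lie close together over all its differing unigenes and that the apomictic samples vary more. Here replicates of the unigenes of Table S4 differed by 0.55 and 0.83 in sexual and by 0.36 and 0.34 in apomictic pistils at stages 11 and 14 on linear signals, while the distance between stages was larger in apomictic (1.61) than in sexual pistils (1.09), and on log2 values smaller (1.07 against 1.4). The paper states that CMT3 and MEE57 decreased in apomictic and not in sexual pistils. Here isotig04968 and HHKO36P01A4PQS (MEE57) were lower at stage 14 in sexual pistils too, by log2 fold changes of −1.56 and −1.89 that did not pass, and limma did not call the difference between the stage changes of isotig04968 (adjusted p of 1). For isotig16989 the paper's quantitative PCR, on other plants than the arrays, gives a decrease in apomictic pistils at stage 14, and its log2 fold change here at that stage was 4.20 (adjusted p = 0.085 from limma). For isotig23509 the paper's quantitative PCR also gives a decrease, and its log2 fold change between the modes at stage 14 was 1.99 (adjusted p = 1 from limma). For PIEZO (isotig06122) and HPIDN2 that PCR gives a decrease at stage 11 and no significant difference at stage 14. Here both were lower across both stages, and at stage 14 the decrease of HPIDN2 came from probe 1.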

Other observations

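The tests of the value table in this part were chosen after the result was seen.

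From the authors' value table limma called 475 unigenes lower in apomictic pistils at stage 11, and from the arrays' own signals 1. With the averaged column of sexual stage 11 replicate C replaced by that array's own signals, limma called 0 in the value table, which is consistent with the averaged column as a source of the calls, since an average of 3 arrays narrows the spread of its group. Another way of measuring the spot, the median signal in place of the processed signal, did not give the calls by itself, since that setting keeps the median signals. Whether it adds to them beside the averaged column cannot be told. The same setting also puts back the outlying signals of sexual stage 11 replicate C, which widen the spread. A real decrease hidden by a noisy array would have shown without sexual stage 11 replicate C, where limma also called 0, but with 2 sexual arrays this does not settle it. The median log2 fold change of the 475 was −1.36 in the value table.

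The fold changes that the paper's tables give match a probe of the value table to 0.1% in 35 of 35 for the sexual stage change, 168 of 168 for the apomictic, 560 of 560 at stage 11 and 4 of 5 at stage 14. With the array's own signals for sexual stage 11 replicate C, 0 of the 35 and 3 of the 560 match. Of the 560, 156 pass the methods' t-test with unequal variances on the own signals and 228 with equal variances, and of the 35, 13 and 18. The other probe of the unigene had the opposite sign in 47 of the 560, and passed the test in 96.

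isotig16989 (AT5G43970) had a log2 fold change of 4.20 between the modes at stage 14 (adjusted p = 0.085 from limma) and 4.00 at stage 11 (0.065).

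Log2 fold changes of the apomictic and sexual stage comparisons had a covariance of 0.461 across unigenes, against −0.001 simulated without change. For the sexual stage change and the difference at stage 11, which share the sexual stage 11 arrays, it was 0.325 against 0.228 simulated. For the apomictic stage change and the difference at stage 14, which share the apomictic stage 14 arrays, it was 0.254 against 0.225. The simulated values leave out that the stages share accessions, and any difference between slides.

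Of 20 tested unigenes of the pollen list limma called 0 in the apomictic stage comparison (3 at an unadjusted p under 0.05, 0 adjusted over the list alone), with ACA9 (isotig14670) at 1.04 (standard error 0.41, adjusted p = 0.32 from limma). Of 8 of the tapetum and anther list it called 0 (0 at an unadjusted p under 0.05), with MS2 (isotig10142) at 0.96 (0.50, 0.53), and 1 was lower at stage 14 between the modes when adjusted over the list alone. Both photosynthesis unigenes were lower when adjusted over the list alone, GS2 (isotig08889, −2.91, 0.79, 0.10, and 0.027 with accession as a block) and PRK (isotig09922, −1.64, 0.51, 0.17), with 0 called by limma over all unigenes. Of 9 of the heat, wound and stress list limma called 0 (1 at an unadjusted p under 0.05), with ZAT10 (isotig16604) at 1.41 (0.34, 0.072, and 0.028 with accession as a block) in apomictic pistils, the 1 unigene that was higher when adjusted over the list alone. Between the modes, 8 of the 9 were higher in apomictic pistils at the earlier stage, at stage 14 and across both stages. Their medians were 0.9, 1.16 and 1.21, with 4, 4 and 5 at an unadjusted p under 0.05 and 0 called by limma. Adjusted over the list alone, 2 were higher and 1 lower at the earlier stage. At stage 14, 2 were higher, and across both stages 4 were higher and 1 lower. The modes lay on different slides at each stage, so slide can enter these values. GS2, PRK and ZAT10 are in Table 5, which the study chose on these samples, so their changes are not independent evidence.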
